# Unique age-related transcriptional signature in the nervous system of the long-lived red sea urchin *Mesocentrotus franciscanus*

**DOI:** 10.1038/s41598-020-66052-3

**Published:** 2020-06-08

**Authors:** Jennifer M. Polinski, Nicholas Kron, Douglas R. Smith, Andrea G. Bodnar

**Keywords:** Neuroscience, Neurology

## Abstract

The red sea urchin, *Mesocentrotus franciscanus*, is one the earth’s longest-lived animals, reported to live more than 100 years with indeterminate growth, life-long reproduction and no increase in mortality rate with age. To gain insight into mechanisms associated with longevity and negligible senescence, age-related transcriptional profiles were examined in tissues of the red sea urchin. Genome-wide transcriptional profiling using RNA-Seq revealed few age-related changes in gene expression in muscle and esophagus tissue. In contrast, radial nerve showed an unexpected level of complexity with the expression of 3,370 genes significantly altered more than two-fold with age, including genes involved in nerve function, signaling, metabolism, transcriptional regulation and chromatin modification. There was an age-related upregulation in expression of genes involved in synaptogenesis, axonogenesis and neuroprotection suggesting preservation of neuronal processes with age. There was also an upregulation in expression of positive regulators and key components of the AMPK pathway, autophagy, proteasome function, and the unfolded protein response. This unique age-related gene expression profile in the red sea urchin nervous system may play a role in mitigating the detrimental effects of aging in this long-lived animal.

## Introduction

Gene expression is a key determinant of cellular phenotype, and genome-wide expression analysis can provide insight into the molecular events underlying complex processes such as aging. Large-scale gene expression studies using diverse organisms and tissues are beginning to reveal age-related expression signatures, although the extent to which these represent a predetermined sequence of events that drives aging, or a response to stochastic events (like cellular damage) that accompany aging, is still debated^1,2^.

Age-related gene expression profiles of the short-lived model animals *Caenorhabditis elegans* and *Drosophila melanogaster* share a common adult-onset expression program of genes involved in mitochondrial metabolism, DNA repair, catabolism, peptidolysis and cellular transport^3^. The reduced expression of genes involved in mitochondrial oxidative respiration occurs in early adulthood, before the onset of functional decline, and more abruptly than a damage-response model would predict, which supports the possibility of programmed age-related transcriptional regulation^3^. Gene expression profiles from mice, rats, and humans revealed a common signature of aging in mammals involving overexpression of inflammation and immune response genes and reduced expression of genes associated with mitochondrial function^1,4,5^. Results from mice, monkeys, and humans show an overlap between gene expression and DNA methylation changes during aging and changes occurring during development, which suggest that some aspects of mammalian aging may follow predetermined patterns encoded in the genome as part of the developmental process^6–8^. Analysis of large collections of human tissues indicate a limited number of shared genes associated with age across different tissues, indicating a strong tissue-specific component to aging^9–12^.

Gene expression profiles in animals that exhibit slow aging or negligible senescence may reveal distinct insight into potential mechanisms involved in long-term maintenance of tissues and healthy aging. The naked mole rat (*Heterocephalus glaber*) is a long-lived rodent that can live more than 30 years with sustained reproduction, resistance to common age-related diseases such as cancer, and no age-related increase in mortality rate^13^. Few genes show differential expression with age in tissues (brain, liver and kidney) of naked mole rats and, contrary to other mammals and short-lived model animals, mitochondrial gene expression does not change with age^13^. Gene expression stability during aging was also observed in tissues of the long-lived giant mole-rat (*Fukomys mechowii*) with a maximum lifespan of more than 20 years^14^.

Sea urchins are a well-studied model for developmental biology and an emerging model for the study of longevity, negligible senescence, and tissue regeneration^15–17^. Some species of sea urchin are reported to have long lifespans and exhibit negligible senescence with indeterminate growth, lifelong reproduction, and no increase in size-specific mortality rates^18–20^. The purple sea urchin, *Strongylocentrotus purpuratus*, is reported to live for more than 50 years^21,22^ and, like long-lived rodents, its tissues (muscle, esophagus and nerve) show few age-related changes in gene expression^23^. Based on data from long-lived animals such as the purple sea urchin it has been proposed that lifelong transcriptional stability may be a key determinant of exceptional longevity and negligible senescence^24^.

To further explore this hypothesis, age-related gene expression patterns in tissues of the red sea urchin were investigated. The red sea urchin (*Mesocentrotus franciscanus*) is one of the earth’s longest lived animals, living in excess of 100 years with no age-related increase in mortality rate or decline in reproductive capacity^18–20^. The results revealed a unique age-related gene expression profile in the red sea urchin nervous system that may play a role in mitigating the detrimental effects of aging in this long-lived animal.

## Results

### Age estimates of *M*. *franciscanus*

Collections of *M. fransciscanus* were conducted at the same geographic location and at the same time of year over three years in an attempt to mitigate selecting changes in gene expression that were due to seasonal variation or environmental factors particular to any one year. Ages of individual sea urchins were estimated from test diameter using growth curves generated from the weighted mean of the Tanaka parameters for *M. franciscanus* from tetracycline tagging experiments conducted near our collection site (f = 0.22929, d = 6.07531, a = 0.19906)^25,26^ (Table 1). The Tanaka growth model was previously found to be the best fit for data from sea urchins which exhibit sigmoid growth without an apparent asymptote^25^. As growth rate can be affected by environmental factors (e.g. food availability) the age estimates serve only as a guideline and not absolute values. However, studying animals within a defined study site should give a reasonable indication of relative age within the population. Individual sea urchins were selected from the smallest (<5 cm test diameter) and largest (>15 cm test diameter) size categories each year to ensure a good age separation between the small/young and large/old groups (Fig. 1).

**Table 1:** Estimated ages of small and large *M. franciscanus* used for RNA-Seq.

Sample	Test Diameter (mm)	Est. Age^a^ (years)	Number of animals (n)
Mf – Small (2010)	42.3 ± 1.0	3.5 ± 0.1	6
Mf – Large (2010)	162.2 ± 1.0	144.4 ± 6.6	6
Mf – Small (2011)	48.2 ± 4.1	3.8 ± 0.2	6
Mf – Large (2011)	159.5 ± 1.3	128.1 ± 7.4	6
Mf – Small (2013)	42.2 ± 1.7	3.5 ± 0.1	6
Mf – Large (2013)	157.0 ± 1.5	113.8 ± 7.8	4

^a^Age estimates were calculated as described by Ebert *et al*.^25^ and Ebert, 1998^26^. The values are expressed as mean ± standard error.

**Figure 1:**
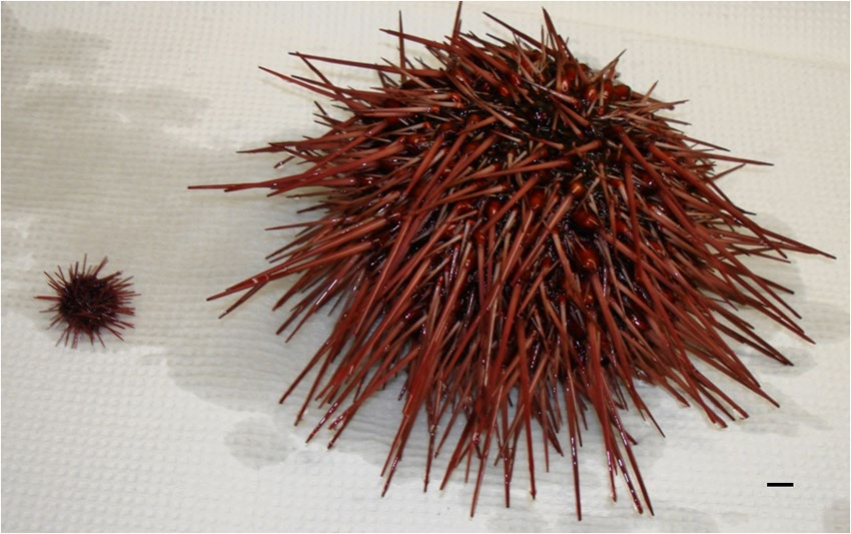
Representative *M. franciscanus* from Small (young) and Large (old) size categories (scale bar = 1 cm).

### RNA Sequencing and age-related differential gene expression in *M. franciscanus* tissues

RNA from Aristotle’s lantern muscle (ALM), esophagus (ES), and radial nerve cord (RN) from sea urchins of each size category (Small and Large) for the collections conducted over three different summers were used for RNA-Seq analysis (Table 1). 

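Each library held RNA pooled from 4 to 6 animals, with 1 library per sampling year (2010, 2011 and 2013) for each of the 6 combinations of tissue and size. The authors trimmed the reads with Trimmomatic, assembled them with Trinity, aligned them to the assembled transcripts with Bowtie2 and estimated counts with RSEM. The deposited values are estimated counts in whole numbers for 127,198 Trinity gene groupings, without normalization and before transcripts of the same S. purpuratus (SPU) gene were grouped. They sum to 172,940,973 counts over the 18 libraries, beside the paper's 204,820,674 read pairs after quality filtering. Total counts per library ranged from 9,516,568 to 11,547,218 (median 10,815,405) in ALM-S and from 11,177,519 to 11,372,686 (median 11,303,872) in ALM-L, from 9,055,292 to 9,831,553 (median 9,080,548) in ES-S and from 7,865,098 to 8,858,887 (median 7,873,249) in ES-L, and from 8,291,800 to 11,195,218 (median 9,894,926) in RN-S and from 7,383,210 to 9,875,470 (median 8,002,454) in RN-L. The 50 most abundant groupings took 49.8 to 67.7% of the counts of the ALM libraries, 22.9 to 48.4% in ES and 22.6 to 44.7% in RN. Within RN this share differed by size without overlap, at 33.7 to 44.7% in RN-S and 22.6 to 26.0% in RN-L. The deposited table does not pair the groupings with SPU genes, so a grouping was linked to an SPU gene where its counts equalled those that Supplementary Tables S2, S3 or S5 print for the gene in the libraries of the tissue. A match was a single grouping, a pair of groupings whose counts sum to the printed ones, or a grouping with at least 95% of them. This linked 114 of the 144 genes of Table S2, 87 of the 123 of Table S3 and 732 of the 865 that could be read in Table S5, whose Signaling genes, uncharacterized genes and last Protein Trafficking genes were not used here. The Large and Small libraries of a tissue were compared with edgeR's quasi-likelihood test after TMM normalization, over the groupings past edgeR's filter on low counts. A grouping or linked gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold-change above 1, and positive values are higher in Large. By their library names the 3 RN-L libraries form a series of their own, RN-S 2010 and RN-S 2011 form another, and the remaining 13 libraries the last. Series and size therefore cannot be told apart in RN.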

RNA was pooled from individuals for each tissue type and size category (ALM-S, ALM-L, ES-S, ES-L, RN-S and RN-L) and samples from each of the three sampling years were treated as independent replicates resulting in a total 18 samples. Sequencing resulted in 255,054,871 read pairs, of which 204,820,674 remained after quality filtering. Trinity assembly resulted in 233,762 transcript contigs (N50 = 1,919 bp), which were clustered into 127,198 “gene” groupings. The transcripts included a total of 268,562,424 bases with an average contig length of 1148 bp, a minimum length of 278 bp, and a maximum length of 15,725 bp. Transcriptome statistics and length distribution of the master transcriptome are shown in Supplementary Fig. S1. BUSCO analysis suggested a near-complete transcriptome with 96.4% of the 978 BUSCO genes found complete as single copies (24.8%) or duplicated (71.6%), and 3% present but fragmented. Functional annotation of the assembled transcript contigs was performed by comparison against sequences of *S. purpuratus* (SPU genes, peptides, and transcriptome from www.EchinoBase.org). This resulted in 44,088 of the 127,198 transcripts matching to 17,292 SPU proteins with top hits averaging 77.7% identity. Gene names used to refer to *M. franciscanus* genes in the text correspond to the gene names of *S. purpuratus* homologs from EchinoBase, omitting the “Sp-“ prefix.

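An unadjusted p under 0.05 was found for 1,683 of the 24,482 groupings and linked genes tested in ALM (6.87%), 2,438 of 30,159 in ES (8.08%) and 10,885 of 29,011 in RN (37.5%). The biological coefficient of variation between libraries of one size was 0.492 in ALM, 0.502 in ES and 0.462 in RN. In simulated counts with 200 features changed by a log2 fold-change of 2 or 3 in either direction, the test recovered 38.5% of them for ALM, 14.5% for ES and 44.5% for RN, with 7, 6 and 13 false calls. The difference between tissues in the effect of size was tested itself, as an interaction over all 18 libraries. At an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) it was past the threshold for 1,337 of 39,511 features between RN and ALM and for 1,633 between RN and ES. With the sampling year as a replicate block these numbers were 224 and 326, and without the 2010 libraries 3,059 and 861. Without the 2011 libraries edgeR found 0 for both, with an unadjusted p under 0.05 for 4,330 and 4,909 features, and without the 2013 libraries it again found 0, with 3,333 and 4,236. DESeq2 on all libraries gave 3,021 and 3,001. Among the linked genes of the paper's tables, 109 of the 109 tested in ALM, 80 of 80 in ES and 698 of 698 in RN changed in the listed direction. For ES the listed direction is that of the sheet of calculations in Supplementary Table S3. Its sheet of genes has the opposite sign for 36 of the 123 genes. The linking used the counts that the paper prints for these libraries, so the shared direction follows from it and is not independent evidence. Over all features tested, edgeR called 1 of the linked genes in ALM, 0 in ES and 679 in RN, although all of them had an unadjusted p under 0.05. Without ES-L 2010 it called 58 in ES, without ALM-L 2011 5 and without ALM-S 2013 2 in ALM, and without any other single library 0 in these tissues. Adjusted over the list alone, 109, 80 and 698 passed, which is not independent evidence because the lists were chosen on these libraries. DESeq2 with a normal prior on the fold-changes called 108 of 114 linked genes in ALM, 86 of 87 in ES and 719 of 734 in RN. The paper chose its lists with DESeq2 on these libraries. DESeq2 calls of listed genes, here and below, are therefore not independent evidence either.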

Count-based differential gene expression between Small (young) and Large (old) samples was analyzed within each tissue type and averaged over all three years to yield 144, 123 and 3,370 genes that were significantly different in ALM, ES and RN, respectively [q-value (FDR) < 0.05, log2 fold-change < −1 or>1].

Twelve genes were selected for verification by quantitative RT-PCR (9 for RN and 3 for ALM) using RNA from individual sea urchins collected in 2010. 

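Of the 12 genes measured by qRT-PCR, 9 could be linked to groupings, 6 in RN and 3 in ALM. The year 2010 has 1 library per size in each tissue, so its ratios have no replicate check. In RN, the log2 ratio of CPM after TMM normalization in the Large over the Small library of 2010 was −3.67 for Capn (SPU_023461), −3.19 for Mab21 (SPU_001059), 2.66 for Lkb1 (SPU_022284), 1.80 for MAP3K9 (SPU_018191), 3.28 for the copy of Glur6 measured (SPU_008910) and 3.29 for Neurx (SPU_024416). In ALM it was 2.36 for MstnB (SPU_002795), −4.09 for EBP (SPU_013736) and −4.26 for SM30E (SPU_004867). The counts behind the ratio of MstnB were 4 and 46 in the Small and the Large library, those of Glur6 19 and 177 and those of Capn 16,974 and 1,278. The counting error of the log2 ratios ran from 0.04 for Capn to 0.75 for MstnB (as an SE). In 9 of the 9 genes the ratio had the direction of the paper's qRT-PCR value. Lkb1 and MAP3K9 were linked through the RNA-Seq ratio of 2010 that Table S1 prints, so their ratios are not independent of it. Without normalization, an alternative chosen after seeing the data, the ratios in ALM were 3.52 for MstnB, −2.93 for EBP and −3.10 for SM30E. Over the 3 sampling years, Mab21 had a log2 fold-change of −2.64 (SE 0.40, adjusted p = 0.00480 from edgeR's test with Benjamini-Hochberg adjustment), and MAP3K9 a log2 fold-change of 2.79 (SE 0.40, adjusted p = 0.00421 from edgeR's test with Benjamini-Hochberg adjustment), each with the same direction in 3 of 3 years.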

In all cases the qRT-PCR expression levels were significantly different between the Small (young) and Large (old) sea urchin groups and all genes showed the same trend of increased or decreased expression when compared to the RNA-Seq results, although the magnitude of the change was different in some cases (Fig. 2; Supplementary Table S1).

**Figure 2:**
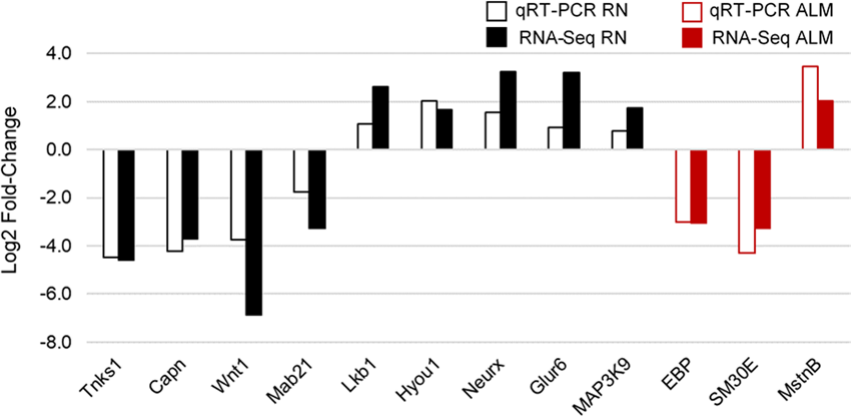
qRT-PCR validation of expression of selected genes in radial nerve cord (RN) and Aristotle’s lantern muscle (ALM) using *M. franciscanus* tissue from the 2010 collection. Comparison of log2 fold-change in gene expression with age for the selected genes determined by qRT-PCR (open bars) and RNA-Seq (solid bars). The black bars represent RN and the red bars represent ALM. Gene names: Tnks1 – Tankyrase-1, Capn – calpain, Wnt1 – Wingless-type MMTV integration site-1, Mab21 – Mab-21-like 2, Lkb1 – Liver Kinase B1/Serine Threonine Kinase 11, Hyou1 – Hypoxia up-regulated 1, Neurx – Neurexin, Glur6 – Glutamate receptor ionotropic kainite-like 2, MAP3K9 – mitogen activated protein kinase kinase kinase 9, EBP – echinenone-binding protein, SM30E – spicule matrix protein 30E, MstnB – myostatin B.

### Functional analysis of differentially expressed genes in Aristotle’s lantern muscle (ALM)

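In ALM, 1 of the 24,482 features tested was past the threshold with edgeR, the spicule matrix gene Sm29. Sm29 (SPU_005990) was at 60.5 ± 12.5 CPM after TMM normalization in ALM-S and 3.15 ± 0.958 in ALM-L (SD, n = 3), a log2 fold-change of −4.26 (SE 0.40, adjusted p = 0.0385 from edgeR's test with Benjamini-Hochberg adjustment), and it was lower in Large in 3 of 3 years. Sm29 was not past the threshold in edgeR fits without ALM-S 2010 (adjusted p = 0.162), ALM-S 2011 (adjusted p = 0.323), ALM-L 2010 (adjusted p = 0.0927) or ALM-L 2013 (adjusted p = 0.222), or with the sampling year as a replicate block (adjusted p = 0.259), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 4.1e-18 to 0.323. DESeq2 called 346 features (179 higher and 167 lower in ALM-L), and with a normal prior on the fold-changes 361 (186 higher and 175 lower). The alternative that moved the number most was edgeR without the filter on low counts, at 771. A fit of edgeR to all 18 libraries gave 114. With the sampling year as a replicate block edgeR gave 0, with an unadjusted p under 0.05 for 976, and DESeq2 199. Leaving out 1 library gave 0 features except without ALM-S 2013 (7) and without ALM-L 2011 (9). Among the 109 linked genes tested, 42 were higher and 67 lower in ALM-L.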

The expression of 144 genes was significantly altered with age in ALM (65 upregulated and 79 downregulated) [log2 fold-change < −1 or >1, q-value (FDR) < 0.05]. Thirty-nine genes encoded uncharacterized proteins and the remaining 105 genes were assigned to functional categories based on a modified version of the custom sea urchin gene ontology of Tu *et al*.^27^ (Fig. 3a; Supplementary Table S2). 

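By the paper's functional categories, the linked genes tested in ALM numbered 15 in Adhesion/ECM (4 higher and 11 lower in ALM-L), 11 in Metabolism (2 higher and 9 lower), 10 in Signaling (4 higher and 6 lower), 8 in Cytoskeleton/Cilia (4 higher and 4 lower) and 7 in Immunity (2 higher and 5 lower). Their median log2 fold-changes were −1.98, −2.80, −1.43, 0.26 and −2.39, in the same order. edgeR called 0 in each of these 5 categories, with an unadjusted p under 0.05 for 15, 11, 10, 8 and 7 genes. Without ALM-L 2011 it called 1 in Metabolism and 1 in Signaling, and without ALM-S 2013 1 in Metabolism. DESeq2 with the normal prior called 15, 11, 9, 6 and 7.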

The functional categories most affected with age were Adhesion/ECM (extra cellular matrix), Signaling, Biomineralization, Metabolism, Immunity, and Cytoskeleton/Cilia, each with 10 to 20 genes significantly altered. 

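The counts of MstnB, the grouping linked to the myostatin gene, were 4, 6 and 8 in the ALM-S libraries of 2010, 2011 and 2013 and 46, 43 and 43 in the ALM-L libraries. MstnB was at 0.621 ± 0.0523 CPM in ALM-S and 3.58 ± 0.894 in ALM-L (SD, n = 3), a log2 fold-change of 2.50 (SE 0.49, adjusted p = 0.131 from edgeR's test with Benjamini-Hochberg adjustment). It was higher in Large in 3 of 3 years but not past the threshold. DESeq2 with the normal prior called it, at a log2 fold-change of 2.05 (Benjamini-Hochberg adjusted p = 0.0139), and over the alternatives of edgeR or DESeq2, each library left out included, the adjusted p ranged from 0.0139 to 0.583.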

In the Signaling category, there was an upregulation with age in expression of the gene encoding myostatin (GDF8, Growth differentiation Factor 8) a member of the Transforming Growth Factor beta superfamily that inhibits muscle growth^28^. This is consistent with the slowed growth rate observed with increasing size of sea urchins^19^. There was a decrease in expression of 13 genes whose products play a role in biomineralization (Table S2). 

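All 13 biomineralization genes of the paper's list were linked and tested, and 13 were lower in ALM-L, with log2 fold-changes from −4.26 to −2.28 (median −2.86). edgeR called 1 of them, Sm29, but 0 without ALM-S 2010, ALM-S 2011, ALM-L 2010 or ALM-L 2013, and 13 had an unadjusted p under 0.05. DESeq2 with the normal prior called 13. EBP, a qRT-PCR gene, is not among these 13 and is counted under Metabolism. EBP was at 119.5 ± 54.7 CPM in ALM-S and 10.8 ± 1.90 in ALM-L (SD, n = 3), a log2 fold-change of −3.46 (SE 0.46, adjusted p = 0.0567 from edgeR's test with Benjamini-Hochberg adjustment). SM30E was at 20.2 ± 9.17 CPM in ALM-S and 1.34 ± 0.789 in ALM-L (SD, n = 3), a log2 fold-change of −3.92 (SE 0.61, adjusted p = 0.0728 from edgeR's test with Benjamini-Hochberg adjustment). Both fell in 3 of 3 years, and DESeq2 with the normal prior called both (Benjamini-Hochberg adjusted p = 5.5e-10 and 4.1e-08). Over the alternatives, each library left out included, the edgeR or DESeq2 p after Benjamini-Hochberg adjustment ranged from 3.7e-13 to 0.380 for EBP and from 1.3e-09 to 0.380 for SM30E.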

The presence of biomineralization gene transcripts may be the result of sclerocytes that co-isolated with muscle tissue when it was scraped from the pyramids of Aristotle’s lantern. It is interesting that no genes associated with mitochondrial function or protein homeostasis were significantly altered with age in ALM.

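The groupings linked to genes that the paper lists for RN were also measured in ALM. Of the Mitochondria genes, 20 were tested in ALM (6 higher in ALM-L, median log2 fold-change −0.28), and of the Protein Homeostasis genes 28 (16 higher, median 0.14). edgeR called 0 and 0 of these, with an unadjusted p under 0.05 for 0 and 0, and DESeq2 called 0 and 0. Genes of either category outside the paper's lists could not be identified among the groupings.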

**Figure 3:**
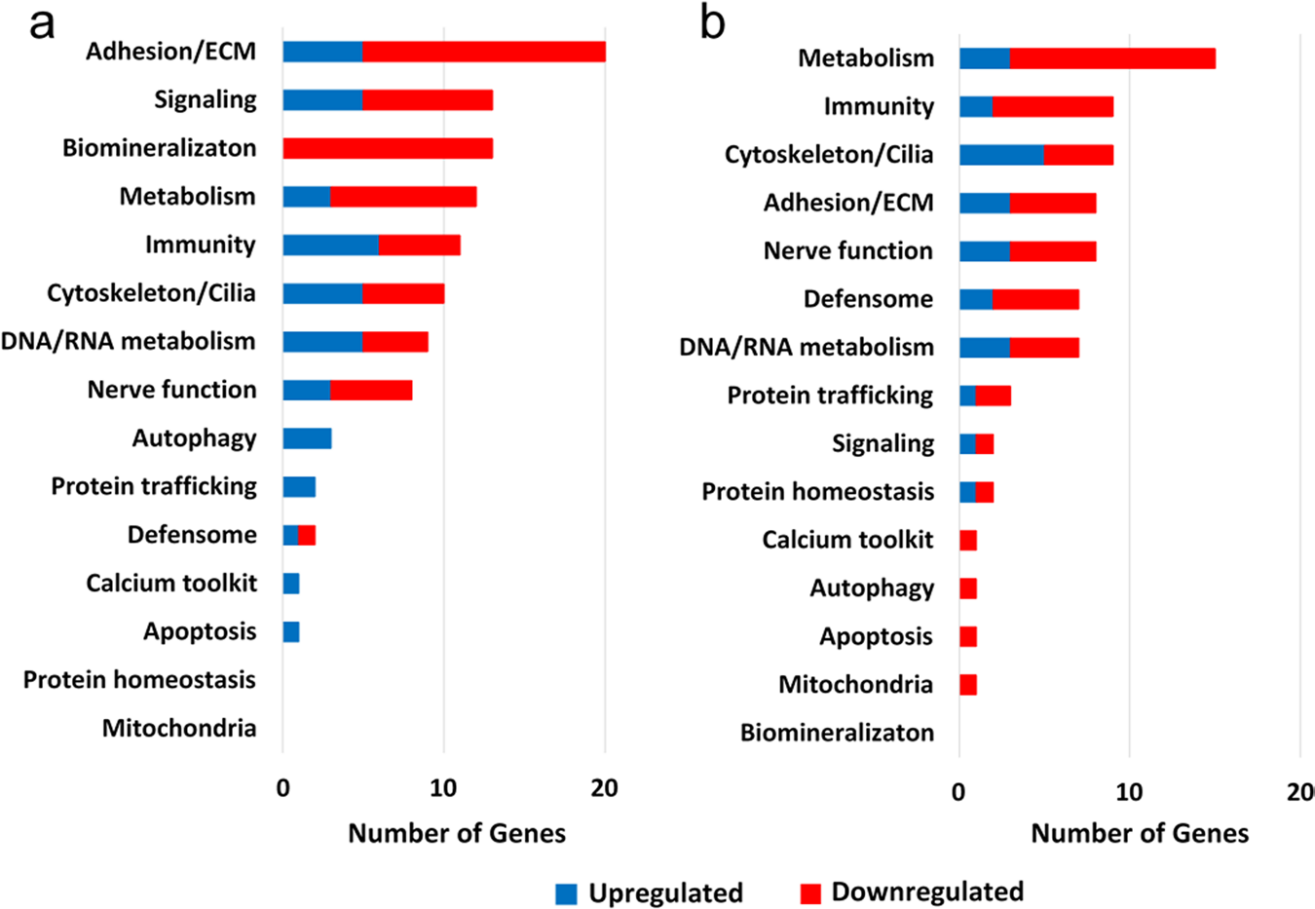
Distribution of genes upregulated and downregulated with age in *M. franciscanus* Aristotle’s Lantern Muscle (**a**) and Esophagus (**b**) curated into modified sea urchin custom gene ontology categories. Blue and red bars represent the number of genes in each category upregulated and downregulated, respectively.

### Functional analysis of differentially expressed genes in esophagus (ES)

The expression of 123 genes was significantly altered with age in ES (53 upregulated and 70 downregulated) [log2 fold-change < −1 or >1 level, q-value (FDR) < 0.05]. 

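In ES, 1 of the 30,159 features tested was past the threshold with edgeR, the grouping TRINITY_DN7935_c2_g1, which is linked to no SPU gene. It was at 0.259 ± 0.0769 CPM in ES-S and 22.4 ± 3.13 in ES-L (SD, n = 3), a log2 fold-change of 6.37 (SE 0.45, adjusted p = 0.0142 from edgeR's test with Benjamini-Hochberg adjustment), and was higher in Large in 3 of 3 years. The grouping was not past the threshold in edgeR fits without ES-S 2010 (adjusted p = 0.326), ES-S 2011 (adjusted p = 0.190), ES-S 2013 (adjusted p = 0.230), ES-L 2011 (adjusted p = 0.0981) or ES-L 2013 (adjusted p = 0.0650), or with the sampling year as a replicate block (adjusted p = 0.405), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 3.0e-22 to 0.405. DESeq2 called 399 features (215 higher and 184 lower in ES-L), and 406 with the normal prior (217 higher and 189 lower). edgeR called 1,767 without the filter on low counts, 40 in the fit to all 18 libraries, and 0 with the sampling year as a replicate block, where 1,979 had an unadjusted p under 0.05 and DESeq2 called 327. Without ES-L 2010 edgeR called 886 features (511 higher and 375 lower), and without any other library 0. Of the 80 linked genes tested, 34 were higher and 46 lower in ES-L.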

Of the 123 differentially expressed genes, 49 encoded uncharacterized proteins and 74 were assigned to functional categories using the modified custom sea urchin gene ontology of Tu *et al*.^27^ (Fig. 3b; Supplementary Table S3). 

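Supplementary Table S3 gives the counts of its genes on a pair of sheets, and 46 of the 123 genes carry other values on the sheet of genes than on the sheet of calculations. Of 13 genes that could also be linked through another tissue, the sheet of calculations led to the same grouping in 13 and the sheet of genes in 9, so the sheet of calculations was used. Of the 15 Metabolism genes, 9 were linked and tested, 1 higher and 8 lower in ES-L, with log2 fold-changes from −4.36 to 1.35 (median −1.52). edgeR called 0 of them, or 4 without ES-L 2010, with an unadjusted p under 0.05 for 9, and DESeq2 with the normal prior called 9.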

The category of “Metabolism” was most affected with 3 upregulated and 12 downregulated genes. Nine genes in the Cytoskeleton/Cilia category were altered with age including upregulated expression of 4 genes associated with cilia formation and function [dynein regulatory complex protein 9 (Iqcg), Cilia and Flagella Associated Protein 126 (CFAP126), Cilia and Flagella Associated Protein 69 (CFAP69), sperm-associated antigen 8 (Spag8)]. 

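Iqcg (SPU_027893) was at 20.1 ± 2.51 CPM in ES-S and 77.8 ± 51.6 in ES-L (SD, n = 3), a log2 fold-change of 1.95 (SE 0.53, adjusted p = 0.398 from edgeR's test with Benjamini-Hochberg adjustment). For CFAP126 (SPU_012151) the values were 5.96 ± 1.91 and 21.5 ± 7.96 CPM, a log2 fold-change of 1.86 (SE 0.43, adjusted p = 0.329 from edgeR's test with Benjamini-Hochberg adjustment). CFAP69 (SPU_005756) rose from 6.15 ± 0.655 to 20.2 ± 6.98 CPM, a log2 fold-change of 1.72 (SE 0.37, adjusted p = 0.291 from edgeR's test with Benjamini-Hochberg adjustment), and Spag8 (SPU_025980) from 6.54 ± 0.657 to 21.0 ± 9.51 CPM, a log2 fold-change of 1.69 (SE 0.41, adjusted p = 0.341 from edgeR's test with Benjamini-Hochberg adjustment). Each was higher in Large in 3 of 3 years after TMM normalization. For Iqcg the direction in 2010 rests on it, with 180 of 9,055,292 counts in ES-S and 142 of 7,873,249 in ES-L. None of the 4 genes was past edgeR's threshold in the fit to all 6 libraries, where all had an unadjusted p under 0.05. DESeq2 with the normal prior called all 4, with Benjamini-Hochberg adjusted p from 0.0111 to 0.0422. Each was also past edgeR's threshold in 1 of the 6 fits that left out 1 library, the one without ES-L 2010, and over the alternatives of edgeR or DESeq2, these fits included, the Benjamini-Hochberg adjusted p of the 4 genes ranged from 0.000458 to 0.898. Of all Cytoskeleton/Cilia genes of the list, 7 were tested, 5 higher and 2 lower in ES-L.

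**Figure D1:**
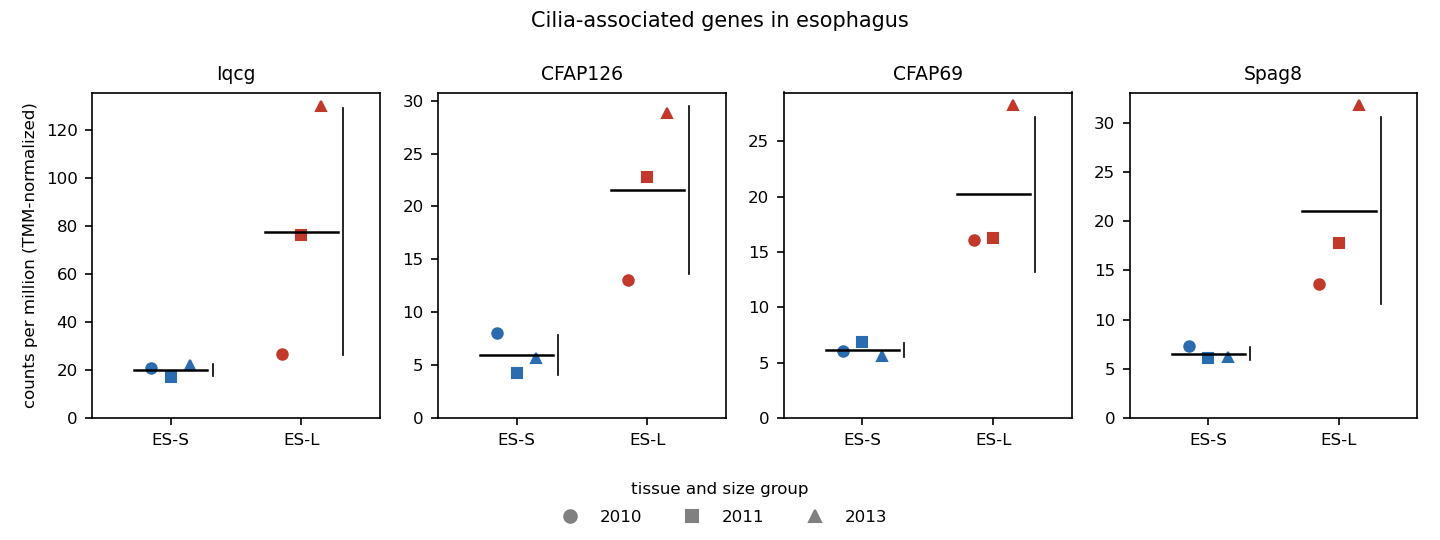
CPM after TMM normalization (y axis) of Iqcg, CFAP126, CFAP69 and Spag8 in the ES-S (blue) and ES-L (red) libraries (x axis), with 1 point per library (2010 circle, 2011 square, 2013 triangle), the mean as a black line and the SD as a vertical bar (n = 3). The mean of Iqcg is 20.1 in ES-S and 77.8 in ES-L, and the spread of its ES-L points (SD 51.6) is the widest shown.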

In sea urchin larvae, the proximal zone of the esophagus is densely ciliated to assist in the transport of food^29^, a function that may be preserved with age in adults. Only 1 gene was significantly altered with age in each of the Mitochondria, Apoptosis, Autophagy, and Calcium Toolkit categories, and only 2 genes were altered with age in the Protein Homeostasis and Signaling categories (Fig. 3b; Supplementary Table S3).

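The Mitochondria gene and the Calcium Toolkit gene of the list were linked, and both fell in ES-L, with log2 fold-changes of −1.24 and −1.20. The Signaling genes of the list ran apart, at −4.84 and 3.20. edgeR called 0 of these 4 genes, with an unadjusted p under 0.05 for each, and DESeq2 with the normal prior called each. Without ES-L 2010 edgeR called 1 of them, the Mitochondria gene. The Apoptosis, Autophagy and Protein Homeostasis genes of the list could not be linked to groupings.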

### Function and pathway analysis of differentially expressed genes in radial nerve cord (RN)

The expression of 3,370 genes in RN was significantly altered with age at the log2 fold-change < −1 or >1 level [q-value (FDR) < 0.05] (2,291 upregulated and 1,079 downregulated) (Supplementary Table S4). 

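In RN, 6,287 of 29,011 features were past the threshold with edgeR, 3,304 higher and 2,983 lower in RN-L, and 6,271 of them had the same direction in 3 of 3 years. The features are mostly Trinity groupings that are linked to no SPU gene, and a gene can be spread over several groupings. DESeq2 called 6,768 features and, with the normal prior, 6,787. The alternative that moved the number most among those with all 6 libraries was edgeR's test against a 2-fold change, at 1,876. Without the filter on low counts edgeR called 9,528, and with the sampling year as a replicate block 3,814. Each library but RN-L 2010 moved the number by more than 1.5 times when left out. It was 2,376 without RN-S 2010, 3,068 without RN-S 2011, 3,893 without RN-S 2013, 3,976 without RN-L 2011, 3,722 without RN-L 2013 and 6,654 without RN-L 2010. Among the linked genes tested, 494 were higher and 204 lower, and 679 were called, or 460 in the fit without RN-S 2010. In its discussion the paper sets the number of genes altered in RN against the limited number in ALM and ES, which it describes as transcriptional stability.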

The genes whose expression was most altered with age were selected for more detailed analysis including all genes that exhibited a log2 fold change of <−2 or >2. 

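At an absolute log2 fold-change above 2, edgeR called 3,049 features in RN, 1,654 higher and 1,395 lower in RN-L. Among the largest changes were groupings seen, within RN, in libraries of 1 size only. The counts of TRINITY_DN14634_c0_g3 were 0, 0 and 0 in RN-S and 30, 40 and 47 in RN-L, and those of TRINITY_DN1894_c7_g1 were 36, 202 and 271 in RN-S and 0, 0 and 0 in RN-L. edgeR's test against a 4-fold change called 157 features. The number was 6,250 without the filter on low counts and, of the fits without 1 library, moved by more than 1.5 times only without RN-S 2010, to 1,734. DESeq2 called 3,591, and with the normal prior 3,327.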

Using this criterion, the expression of 1,292 genes was significantly changed with age (907 upregulated and 385 downregulated). The differentially expressed RN gene sequences were assigned to functional categories based on a modified version of the custom sea urchin gene ontology of Tu *et al*.^27^ (Fig. 4; Supplementary Table S5). This resulted in 1,006 out of 1,292 differentially expressed RN genes being assigned to functional groups (726 upregulated and 280 downregulated), with the remaining 286 genes (181 upregulated and 105 downregulated) being uncharacterized. The most dramatic expression differences were in the categories of DNA/RNA Metabolism, Signaling, Metabolism, and Nerve function (Fig. 4).

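Among the categories whose genes could be read and linked, Metabolism had 116 tested genes, DNA/RNA Metabolism 117 and Nerve function 112. The median log2 fold-change of the tested genes was 2.33 in Metabolism, 2.26 in DNA/RNA Metabolism and 2.50 in Nerve function. The list holds only genes that the authors found changed at least 4-fold in these libraries. The genes of the Signaling category were not used here.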

**Figure 4:**
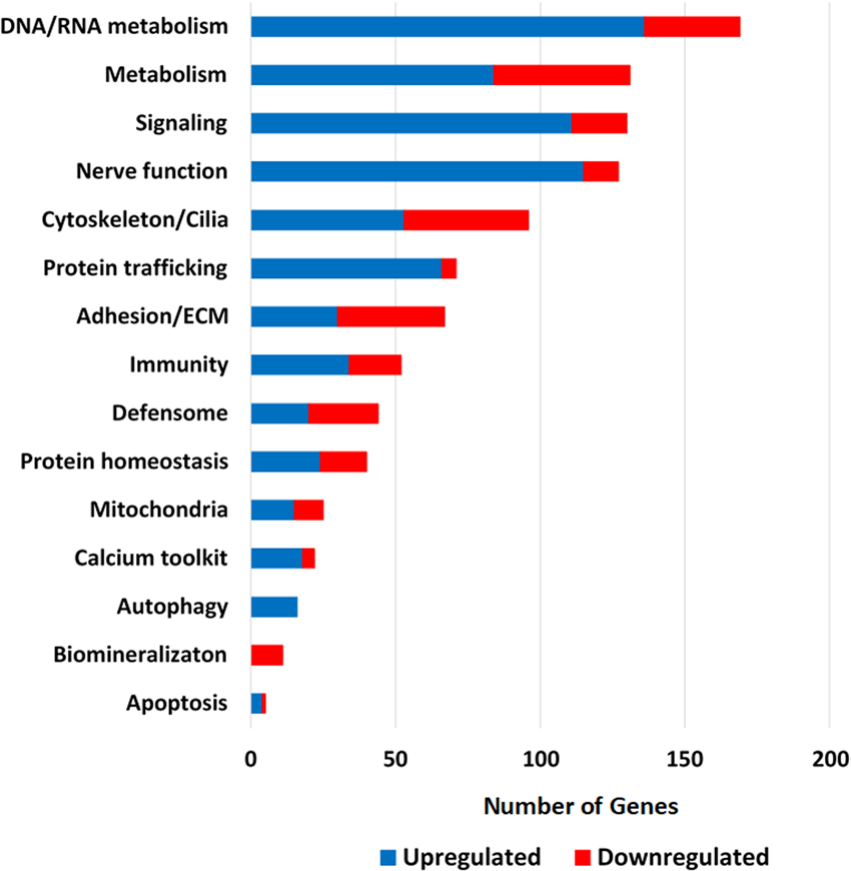
Distribution of genes upregulated and downregulated with age in *M. franciscanus* radial nerve cord (RN) curated into sea urchin custom gene ontology categories. Blue and red bars represent the number of genes in each category upregulated and downregulated, respectively.

The expression of 169 genes in the category “DNA/RNA metabolism” was significantly altered with age (136 upregulated and 33 downregulated) (Fig. 4; Supplementary Table S5). 

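In DNA/RNA metabolism 93 of the tested genes were higher and 24 lower in RN-L, with log2 fold-changes from −4.68 to 4.71. edgeR called 115 of them, 61 without RN-S 2010 and 75 without RN-S 2011.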

Forty-three of these genes encode known transcription factors, co-activators, or repressors (28 upregulated and 15 downregulated) and an additional 21 zinc finger proteins were upregulated with age. Several of the transcription factors are known to play a role in nerve function or neurogenesis [i.e. upregulated: Brain-2 (Brn1/2/4), Single-minded (Sim), Tailless (Tll), Forkhead Box P1 (FoxP), Prospero Homeobox 1 (Prox1), T-Box Transcription Factor 6 (Tbx6), and downregulated: Forkhead Box G1 (FoxG), Scratch Family Transcriptional Repressor (ScratchX), Paired Box 6 (Pax6), Homeobox 8 (Hox8), BarH-like homeobox (Barx)]. 

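Brn1/2/4 (SPU_016443) was at 10.7 ± 0.748 CPM in RN-S and 50.9 ± 18.5 in RN-L (SD, n = 3), a log2 fold-change of 2.25 (SE 0.33, adjusted p = 0.00432 from edgeR's test with Benjamini-Hochberg adjustment). ScratchX (SPU_015640) was at 65.2 ± 14.0 CPM in RN-S and 5.20 ± 1.53 in RN-L (SD, n = 3), a log2 fold-change of −3.64 (SE 0.35, adjusted p = 0.00145 from edgeR's test with Benjamini-Hochberg adjustment). FoxG (SPU_009771) was at 17.7 ± 7.19 CPM in RN-S and 3.61 ± 1.39 in RN-L (SD, n = 3), a log2 fold-change of −2.28 (SE 0.46, adjusted p = 0.0126 from edgeR's test with Benjamini-Hochberg adjustment). All 3 kept their direction in 3 of 3 years. FoxG was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0535), or to all 18 libraries (adjusted p = 0.111), or in DESeq2 on all 18 libraries (adjusted p = 0.0961), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 3.3e-05 to 0.111. Sim, Tll and Tbx6 were also higher in RN-L and Hox8 and Barx lower, so that 4 of 4 tested genes of the upregulated and 4 of 4 of the downregulated list were called, with log2 fold-changes up to 2.60 and down to −4.28. Of the upregulated genes, edgeR called 2 without RN-S 2010. Pax6 and Prox1 were linked but fell below the filter on low counts, and FoxP could not be linked.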

Twenty-nine genes associated with chromatin modification were significantly altered with age (25 upregulated and 4 downregulated). The upregulated genes encode 2 proteins that modulate DNA methylation, 9 proteins that modulate histone methylation, acetylation and ubiquitination and 10 proteins with a role in chromatin remodeling. Three homologues of histone protein encoding genes were upregulated (EhH1_40, EhH2a_67, EhH4_81) and 3 were downregulated (HH2az, H1-0, H3.3) with age. 

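HH2az (SPU_024890) was lower in RN-L and called, with a log2 fold-change of −2.48. EhH2a_67 (SPU_027043) was at 0.581 ± 0.433 CPM in RN-S and 5.66 ± 2.70 in RN-L (SD, n = 3), a log2 fold-change of 3.28 (SE 0.70, adjusted p = 0.0154 from edgeR's test with Benjamini-Hochberg adjustment). It was higher in Large in 3 of 3 years. EhH2a_67 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0534) or RN-S 2011 (adjusted p = 0.0613), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 4.7e-05 to 0.0613. EhH1_40 and EhH4_81 were linked but fell below the filter on low counts, and H3.3 could not be linked. Reads shared by near-identical histone copies were assigned in the authors' counting.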

Eight genes known to play a role in DNA repair were altered with age (6 upregulated and 2 downregulated) and 2 genes involved in telomere maintenance were upregulated with age. 

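The importin genes Kpnb3 (SPU_000842) and Ipo4 (SPU_014610), the exportin genes Xpo6 and Xpo7, and Nup210 (SPU_004524), Tpr and Ranbp3 (SPU_015441) were all linked. All 7 were higher in RN-L and called, with a median log2 fold-change of 2.46 (lowest 2.12) and no adjusted p above 0.0317 (edgeR, Benjamini-Hochberg, 3 libraries of each size), and the number called was 5 without RN-S 2010.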

There were 7 upregulated genes that play a role in transport across the nuclear envelope [i.e. Importin 5 (Kpnb3), Importin 4 (Ipo4), Nucleoporin 210 (Nup210), Exportin 6 (Xpo6), Exportin 7 (Xpo7), Translocated Promoter Region (Tpr), RAN Binding Protein 3 (Ranbp3)]. Twenty-six genes associated with RNA metabolism were significantly altered with age (18 upregulated and 8 downregulated). The expression of 17 genes involved in rRNA, tRNA and mRNA processing and turnover was upregulated while the expression of five genes that play a role in splicing was downregulated.

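Of the linked Nerve function genes, 101 of the tested ones were higher and 11 lower in RN-L, with log2 fold-changes from −3.72 to 4.83. edgeR called 110, 80 without RN-S 2010.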

A large number of age-related differentially expressed genes were associated with the “Nerve Function” category (115 upregulated and 12 downregulated) (Fig. 4; Supplementary Table S5). 

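Nt (SPU_030073) was at 3.22 ± 0.861 CPM in RN-S and 15.1 ± 1.49 in RN-L (SD, n = 3), a log2 fold-change of 2.23 (SE 0.33, adjusted p = 0.00454 from edgeR's test with Benjamini-Hochberg adjustment). Trk (SPU_020803) was at 11.0 ± 3.47 CPM in RN-S and 64.9 ± 4.83 in RN-L (SD, n = 3), a log2 fold-change of 2.56 (SE 0.32, adjusted p = 0.00294 from edgeR's test with Benjamini-Hochberg adjustment). Both rose in 3 of 3 years and were called in all 6 fits that left out 1 library.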

Many genes that play a role in maintenance of nerve function and neuroprotection were altered with age (38 upregulated and 4 downregulated) including an upregulation of the nerve growth factor Neurotrophin (Nt) and Neurotrophic Tyrosine Receptor Kinase (Trk). 

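Among the genes of Table 2, 11 of 12 synaptogenesis genes and 15 of 18 axonogenesis and neurogenesis genes were linked, and 11 and 14 were tested. All were higher in RN-L and called, with log2 fold-changes from 2.17 to 3.62 (median 2.54) for synaptogenesis and from 2.05 to 3.74 (median 2.52) for axonogenesis and neurogenesis. With 1 library left out, at least 9 and 10 were called. Neurx was at 21.4 ± 4.49 CPM in RN-S and 188 ± 20.3 in RN-L (SD, n = 3), a log2 fold-change of 3.13 (SE 0.28, adjusted p = 0.00138 from edgeR's test with Benjamini-Hochberg adjustment). Stx1 (SPU_012329) had an RN-L mean of 30.0 ± 21.2 CPM and an RN-S mean of 5.14 ± 0.876 (SD, n = 3), a log2 fold-change of 2.54 (SE 0.51, adjusted p = 0.0119 from edgeR's test with Benjamini-Hochberg adjustment). Both were higher in Large in 3 of 3 years. Stx1 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0521), RN-S 2011 (adjusted p = 0.0554) or RN-S 2013 (adjusted p = 0.0558), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 6.4e-08 to 0.0558.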

Twelve genes associated with synaptogenesis and 18 genes associated with axonogenesis, neurogenesis, and neurite outgrowth were up-regulated with age (Table 2). Many genes associated with neurotransmitter production, transport and function were altered with age (45 upregulated and 8 downregulated). The neurotransmitter receptors affected by age are shown in Table 2 and include metabotropic glutamate receptors (5 upregulated) and ionotrophic glutamate receptors (3 kainate type upregulated, 3 AMPA type downregulated). 

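Glur6_1 (SPU_014664) was at 1.09 ± 0.511 CPM in RN-S and 16.9 ± 3.65 in RN-L (SD, n = 3), a log2 fold-change of 3.96 (SE 0.44, adjusted p = 0.00210 from edgeR's test with Benjamini-Hochberg adjustment), and Glur6_2 (SPU_008910) rose from 2.12 ± 0.260 to 26.4 ± 4.52 CPM, a log2 fold-change of 3.63 (SE 0.31, adjusted p = 0.00128 from edgeR's test with Benjamini-Hochberg adjustment). Of the AMPA type, Glur1 (SPU_027899) was at 288 ± 213 CPM in RN-S and 32.9 ± 24.8 in RN-L (SD, n = 3), a log2 fold-change of −3.13 (SE 0.88, adjusted p = 0.0379 from edgeR's test with Benjamini-Hochberg adjustment). Glur3 (SPU_002787) fell from 322 ± 109.7 to 51.1 ± 28.1 CPM, a log2 fold-change of −2.65 (SE 0.51, adjusted p = 0.0102 from edgeR's test with Benjamini-Hochberg adjustment). Each gene kept its direction in 3 of 3 years. Glur1 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0948), RN-S 2013 (adjusted p = 0.122), RN-L 2011 (adjusted p = 0.0677) or RN-L 2013 (adjusted p = 0.100), or with the sampling year as a replicate block (adjusted p = 0.0722), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.5e-14 to 0.122. The 4 ionotropic receptor genes of Table 2 listed as upregulated were higher in RN-L and called, and so were the 4 metabotropic ones that could be linked (log2 fold-changes from 2.30 to 3.11). Gria1 and 1 metabotropic gene could not be linked.

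**Figure D2:**
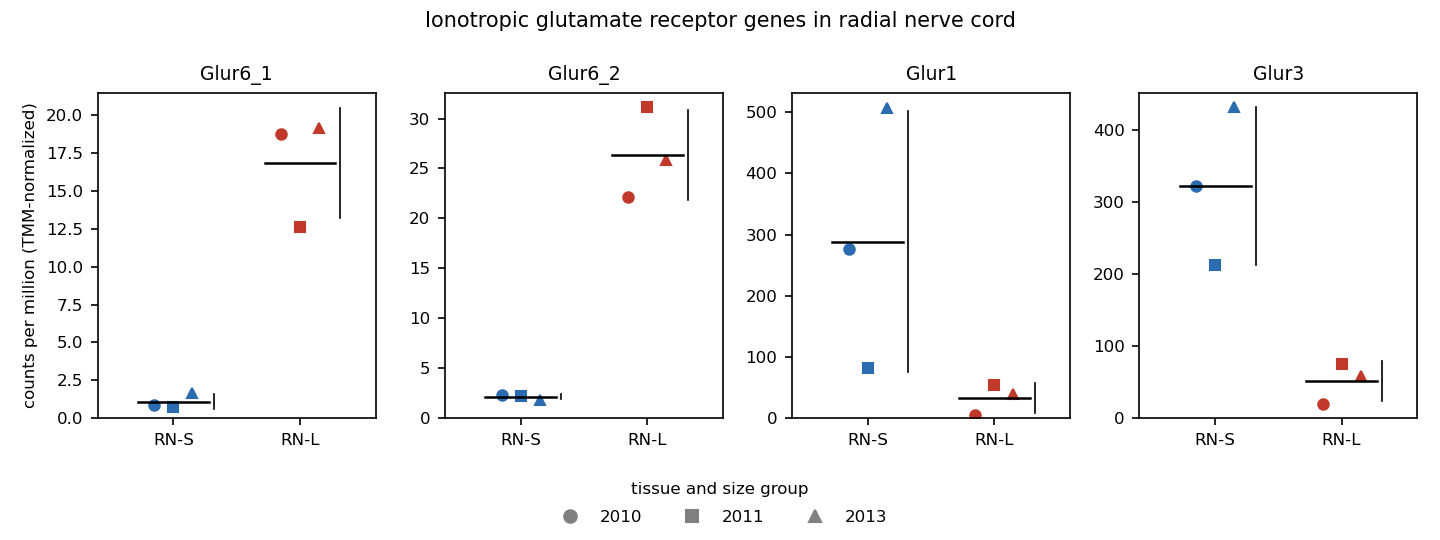
CPM after TMM normalization (y axis) of Glur6_1, Glur6_2, Glur1 and Glur3 in the RN-S (blue) and RN-L (red) libraries (x axis), with 1 point per library (2010 circle, 2011 square, 2013 triangle), the mean as a black line and the SD as a vertical bar (n = 3). The kainate type receptors Glur6_1 and Glur6_2 lie higher in RN-L and the AMPA type receptors Glur1 and Glur3 lower, and Glur1 has the widest relative spread in RN-S (288 ± 213).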

Three GABA receptors and regulators of GABA production (Clptm1 and Gad) as well as one glycine receptor and a transporter that removes glycine from the synaptic cleft (Glyt) were also upregulated. 

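The 3 GABA receptor genes were higher in RN-L and called, with log2 fold-changes from 2.66 to 2.79, and the number called was 1 without RN-S 2010 or RN-S 2011. Gad (SPU_002857) and Clptm1 (SPU_003209) were also higher and called, at 2.21 and 2.36, with adjusted p of 0.0121 and 0.0149 (edgeR, Benjamini-Hochberg, 3 libraries of each size), but the number past it was 0 without RN-S 2010 and 1 without RN-S 2011 or RN-S 2013. Glyt could not be linked.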

Ten genes associated with acetylcholine (ACh) neurotransmission were altered with age (2 muscarinic ACh receptors and 7 nicotinic ACh receptors were upregulated while 1 nicotinic ACh receptor was downregulated) (Table 2), as well as genes involved in choline transport and metabolism [High Affinity Choline Transporter 1 (Slc5a7_1) and Acetylcholinesterase (AchE), both upregulated]. 

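MachrM4 (SPU_019228) was at 4.71 ± 0.513 CPM in RN-S and 62.4 ± 17.7 in RN-L (SD, n = 3), a log2 fold-change of 3.72 (SE 0.32, adjusted p = 0.00128 from edgeR's test with Benjamini-Hochberg adjustment), and the other muscarinic receptor gene, Chrm3L, had a log2 fold-change of 2.04. Of the nicotinic receptor genes, 7 of 7 listed as upregulated were called, with log2 fold-changes from 2.17 to 3.76. Chrna9 (SPU_017132) was at 392.3 ± 35.5 CPM in RN-S and 77.6 ± 20.9 in RN-L (SD, n = 3), a log2 fold-change of −2.34 (SE 0.29, adjusted p = 0.00282 from edgeR's test with Benjamini-Hochberg adjustment). MachrM4 and Chrna9 kept their direction in 3 of 3 years. Chrna9 was not past the threshold in the edgeR fit to all 18 libraries (Benjamini-Hochberg adjusted p = 0.0623). Slc5a7_1 and AchE_2 (SPU_002589), the acetylcholinesterase of the supplementary list that could be linked, were higher in RN-L, at 2.12 and 3.01 in ascending order, and both were called in all 6 fits that left out 1 library.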

Biogenic amine neurotransmitters were also affected with age including an upregulation of an adrenergic receptor subunit and modulators of adrenergic receptor activity [beta-arrestin 1 (Arrb1) and alpha-arrestin 3 (Arrdc3)] as well as dopamine receptor and dopamine metabolism [Dopamine beta-hydroxylase (Dbh) and tyrosine hydroxylase (Th)]. 

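Arrb1 (SPU_023889), Arrdc3 (SPU_001165), Dbh (SPU_008370) and Th were all higher in RN-L and called, with log2 fold-changes from 2.02 to 3.55 and no adjusted p above 0.0163 (edgeR, Benjamini-Hochberg, 3 libraries of each size). The number called fell to 3 without RN-S 2010.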

Serotonin receptor 1a was upregulated while receptor 1b was downregulated with age, and a melatonin receptor was downregulated (Table 2). 

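Htr1a (SPU_014269) was at 5.36 ± 2.22 CPM in RN-S and 53.8 ± 23.9 in RN-L (SD, n = 3), a log2 fold-change of 3.33 (SE 0.47, adjusted p = 0.00385 from edgeR's test with Benjamini-Hochberg adjustment). Htr1b (SPU_005967) was at 9.86 ± 4.48 CPM in RN-S and 0.695 ± 0.777 in RN-L (SD, n = 3), a log2 fold-change of −3.72 (SE 0.87, adjusted p = 0.0200 from edgeR's test with Benjamini-Hochberg adjustment). Mtnr1b (SPU_020142) was at 49.4 ± 19.4 CPM in RN-S and 6.46 ± 3.26 in RN-L (SD, n = 3), a log2 fold-change of −2.93 (SE 0.50, adjusted p = 0.00703 from edgeR's test with Benjamini-Hochberg adjustment). Each had the same direction in 3 of 3 years. Htr1b was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0634), RN-S 2013 (adjusted p = 0.0695) or RN-L 2011 (adjusted p = 0.0694), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 3.0e-08 to 0.0695.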

Several neuropeptide receptors were upregulated with age including neuropeptide S receptor, somatostatin receptors, galanin receptor, tachykinin receptor and octopamine receptor (Table 2). 

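The 8 receptor genes of neuropeptide S, somatostatin, galanin, tachykinin and octopamine were higher in RN-L and called, with log2 fold-changes from 2.06 to 3.37. The 4 somatostatin receptor genes lay between 2.19 and 2.78. With 1 library left out, at least 6 of the 8 were called.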

A number of the genes assigned to the “Calcium Toolkit” category are involved in the regulation of neuronal signaling pathways, including the downregulated genes: Calmodulin Like 3 (CalmL3), Calpain (Capn), Regucalcin (Rgn), and upregulated genes: Transient Receptor Proteins (Trpc5_4, Trpc5_6, Trpv6L, Trpc7) and Doublecortin Like Kinase 1 (Dclk1L). 

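Capn was at 1759 ± 264 CPM in RN-S and 273 ± 97.7 in RN-L (SD, n = 3), a log2 fold-change of −2.69 (SE 0.35, adjusted p = 0.00329 from edgeR's test with Benjamini-Hochberg adjustment), and fell in 3 of 3 years. CalmL3 (SPU_008000) and Rgn were also lower and called, and the smallest fall of the 3 genes was −2.23. The transient receptor genes and Dclk1L (SPU_003844) were higher and called, with log2 fold-changes from 2.34 to 4.72. In the whole category 16 of 20 tested genes were higher and 4 lower, and all 20 were called, 18 without RN-S 2010.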

Additional upregulated genes in this category are involved in calcium homeostasis, neuronal excitability, and excitation-contraction coupling or light sensing (Supplementary Table S5).

**Table 2:** Nerve function genes differentially expressed in *M. franciscanus* radial nerve cord.

Nerve Function	Gene name	Gene ID	Log2 FC with age
**Synaptogenesis**			
Neurexin	Neurx	SPU_024416	3.13
Synaptotagmin 17	Syt17	SPU_001702	2.88
Synaptotagmin 12	Syt12	SPU_012856	2.15
Syntaxin 1 A	Stx1	SPU_012329	2.46
Syntaxin 6	Stx6	SPU_001979	2.20
Syntaxin binding protein 1	Stxbp1	SPU_002552	3.03
Piccolo	Pclo	SPU_012692	2.24
Adaptor-related protein complex 3, beta 2–2	Ap3b2–2	SPU_004682	2.31
Neuroligin-4	Nlgn4yL	SPU_016260	2.62
Leucine Rich Repeat Transmembrane Neuronal	Lrrtm2	SPU_025906	3.51
Synapse defective	Syde	SPU_001939	3.34
muscle skeletal receptor tyrosine kinase	MuskL	SPU_024610	2.38
**Axonogenesis/Neurogenesis**			
Semaphorin	Sema	SPU_010331	2.25
Semaphorin-1A	Sema1A	SPU_025927	3.68
Semaphorin 6D	Sema6d	SPU_001892	2.70
Plexin A2	PlexA2	SPU_009600	2.44
Prune homolog	Pruneh	SPU_007665	3.63
Neurofascin	L1	SPU_021428	3.47
Latrophilin 3	Lphn3	SPU_006950	3.43
glycerophosphodiester phosphodiesterase 5	Gdpd5	SPU_020578	3.38
PTPRF Interacting Protein Alpha 1 (Liprin)	Ppfia	SPU_026548	3.27
cadherin EGF LAG seven-pass G-type receptor 1	Celsr1	SPU_015321	2.88
Cdk5 and Abl enzyme substrate 1	Cables1	SPU_000952	2.47
Serine/Threonine-Protein Kinase ULK4	Ulk4	SPU_008621	2.39
Fasciculation and Elongation Protein Zeta 2	Fez2	SPU_018968	2.32
Down Syndrome Cell Adhesion Molecule	DscamL	SPU_009818	2.21
FYVE domain containing 27-like	FYVED_27	SPU_026865	2.19
roundabout homolog	RoboL	SPU_008663	2.13
Netrin1	netrin1	SPU_004245	2.08
Rap guanine nucleotide exchange factor 2	Rapgef2	SPU_004097	2.04
**Neurotransmitter Receptors**			
Glutamate receptor (ionotropic)	Glur2	SPU_ 013765	2.35
	Glur6	SPU_028455	2.44
	Glur6_1	SPU_ 014664	3.82
	Glur6_2	SPU_008910	3.57
	Glur1	SPU_ 027899	−2.77
	Gria1	SPU_ 008971	−2.74
	Glur3	SPU_ 002787	−2.47
Glutamate receptor (metabotropic)	Mglur3	SPU_ 025315	2.31
	Mglur3_2	SPU_ 008988	3.12
	Grm3	SPU_007747	2.63
	Grm6L	SPU_ 026773	2.67
	Grm8	SPU_ 018478	3.02
Gamma-aminobutyric acid (GABA) receptor	Gabbr1_3	SPU_ 004567	2.64
	Gabbr2L	SPU_ 028211	2.63
	Gpr51_1	SPU_ 018620	2.51
Glycine receptor	Glra1_1	SPU_ 017211	3.22
Acetylcholine receptor (muscarinic)	MachrM4	SPU_ 019228	3.68
	Chrm3L	SPU_ 021092	2.04
Acetylcholine receptor (nicotinic)	Chrna1L_1	SPU_ 011871	2.34
	Nacha2	SPU_ 002737	2.40
	Nacha7	SPU_ 011220	3.31
	Nacha7_1	SPU_ 013095	2.09
	Chrna7_8	SPU_ 026876	2.27
	Chrna9_2	SPU_ 000767	3.62
	Chrna10	SPU_ 027434	2.78
	Chrna9	SPU_ 017132	−2.23
Adrenergic receptor	Adrb1L_3	SPU_011123	2.22
Serotonin (5-hydroxytryptamine) receptor	Htr1a	SPU_ 014269	3.24
	Htr1b	SPU_005967	−3.29
Dopamine receptor	Drd1L_1	SPU_ 010497	2.28
Melatonin receptor	Mtnr1b	SPU_ 020142	−2.71
Neuropeptide S receptor	NpSLr	SPU_021291	3.29
Somatostatin receptor	Sstr1L	SPU_003125	2.32
	Sstr4L	SPU_005595	2.22
	Sstr5L	SPU_005473	2.21
	Sstr5L_2	SPU_024300	2.76
Galanin receptor	Galr2L_36	SPU_028056	2.80
Tachykinin receptor	Tacr2	SPU_023473	2.04
Octopamine receptor	Octr1	SPU_024934	2.62

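Of Protein Trafficking, the first 60 genes of the paper's list could be read, 56 were linked and 53 tested. All were higher in RN-L, with log2 fold-changes from 2.04 to 3.66 (median 2.74). edgeR called 52, 42 without RN-S 2010.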

The expression of 66 genes encoding products assigned to the “Protein Trafficking” category was upregulated while 5 were downregulated with age (Fig. 4; Supplementary Table S5). The upregulated genes include 7 that play a role in post-Golgi transport and secretory or synaptic vesicle function and 7 genes that play a role in ER and Golgi structural organization and stability. There was also an increase in expression of five members of the ER stress response that clears misfolded proteins from the ER [i.e. Membralin (Mbr1), UDP-Glucose Glycoprotein Glucosyltransferase 1 (Ugcgl1), Thioredoxin Domain Containing 5 (Txndc5), Tripartite Motif Containing 13 (Trim13), Eukaryotic Translation Initiation Factor 2 Alpha Kinase 3 (Eif2ak3perk)].

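Mbr1 (SPU_004888) was at 4.53 ± 1.22 CPM in RN-S and 39.0 ± 6.88 in RN-L (SD, n = 3), a log2 fold-change of 3.10 (SE 0.32, adjusted p = 0.00180 from edgeR's test with Benjamini-Hochberg adjustment), and rose in 3 of 3 years. Mbr1, Ugcgl1, Txndc5 and Eif2ak3perk were linked, and all 4 were higher and called, with log2 fold-changes from 2.07 to 3.10.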

A large number of genes associated with the “Cytoskeleton/Cilia” category was modulated with age (53 upregulated and 43 downregulated) including genes that play a role in axon formation and neuronal migration (Fig. 4; Supplementary Table S5). 

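In Cytoskeleton/Cilia, 42 of 78 tested genes were higher and 36 lower in RN-L, with log2 fold-changes from −5.53 to 4.91. edgeR called 76, 56 without RN-S 2010.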

Upregulated genes are involved in maintenance of subcellular spatial organization and integrity, cell motility, and organelle positioning including 26 genes associated with cytoskeletal structure and dynamics, and 16 genes encoding molecular motors for intracellular transport of vesicles and organelles (e.g. 10 kinesins, 2 dyneins, 4 myosins). 

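Of the genes whose name in the supplementary list marks them as kinesins, 4 were linked and tested. All were higher in RN-L and called, with log2 fold-changes from 2.00 to 3.89. Kinesins listed under other names are not in this count.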

Many genes encoding proteins associated with cilia formation and function were altered with age (5 upregulated and 15 downregulated). Although the role of cilia in the nervous system of adult sea urchins is not well characterized^30^, there is increasing evidence in humans that primary cilia may play a role in neural stem cell activity, neurogenesis, neuronal maturation, and maintenance^31^.

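For the Adhesion/ECM category in RN, 48 of 67 listed genes were linked and tested, with 23 higher and 25 lower in RN-L and log2 fold-changes from −4.41 to 3.64. edgeR called 46, 31 without RN-S 2010.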

Numerous genes associated with the adhesion and extracellular matrix category “Adhesion/ECM” were modulated with age (30 upregulated and 37 downregulated) indicating active ECM remodeling (Fig. 4; Supplementary Table S5). Ten genes encoding structural components of the ECM were upregulated while 21 were downregulated including 7 collagen genes and lysyl oxidase (LoxL2) which catalyzes the cross-linking of collagen molecules. 

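The collagen genes that the list marks by name and that could be linked, 3 in number, were lower in RN-L and called, with log2 fold-changes from −3.68 to −2.95. LoxL2 (SPU_002455) was at 140 ± 57.3 CPM in RN-S and 27.4 ± 20.6 in RN-L (SD, n = 3), a log2 fold-change of −2.35 (SE 0.76, adjusted p = 0.0589 from edgeR's test with Benjamini-Hochberg adjustment). It fell in 3 of 3 years but was not past edgeR's threshold, while DESeq2 with the normal prior called it (Benjamini-Hochberg adjusted p = 0.00568). Over the alternatives of edgeR or DESeq2, each library left out included, the Benjamini-Hochberg adjusted p of LoxL2 ranged from 2.3e-08 to 0.161.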

Eight genes that play a role in cell-cell or cell-matrix adhesion were downregulated with age, while 14 genes were upregulated including 3 integrins and 1 cadherin. Five genes encoding matrix metalloproteases were increased in expression with age while five genes encoding tissue inhibitors of metalloproteinase (TIMP) were downregulated.

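All 4 linked TIMP genes were lower in RN-L and called, with log2 fold-changes from −4.01 to −2.43 and no adjusted p above 0.0248 (edgeR, Benjamini-Hochberg, 3 libraries of each size), and of them edgeR called 2 without RN-S 2010.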

A large number of genes encoding components of the signaling pathways category “Signaling” were altered with age in RN (111 upregulated and 19 downregulated), representing a wide range of cellular processes including cytoskeletal organization, vesicle exocytosis, cell adhesion, cell survival, and protein synthesis (Fig. 4; Supplementary Table S5). G-protein coupled receptors (GPCR) were among the most affected with 29 upregulated and 1 downregulated. Downstream of GPCR, genes associated with cAMP dependent signal transduction (4 upregulated and 1 downregulated) and upregulation of A-Kinase Anchoring Protein 1 (Akap1) which modulates protein kinase A activity were altered with age. In addition, four genes encoding proteins in the phosphoinositide phospholipase C (PLC) and protein kinase C (PKC) pathways were upregulated with age. Other pathways affected with age were the Ras GTPase family members (16 upregulated and 2 downregulated) and components of the mitogen-activated protein kinase (MAPK) pathway (9 upregulated).

Several genes associated with the Wnt signaling pathway (3 upregulated and 5 downregulated), the Notch signaling pathway (2 upregulated), and the TGFβ/BMP signaling pathway (4 upregulated and 2 downregulated) were affected with age (Supplementary Table S5). 

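IgfbpL7 (SPU_028902) was at 906 ± 256 CPM in RN-S and 184 ± 100.2 in RN-L (SD, n = 3), a log2 fold-change of −2.30 (SE 0.48, adjusted p = 0.0137 from edgeR's test with Benjamini-Hochberg adjustment), and fell in 3 of 3 years. IgfbpL7 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0561) or RN-L 2013 (adjusted p = 0.0538), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.7e-08 to 0.0561. IgfalsL could not be linked to a grouping.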

Only 3 genes that play a role in insulin signaling were altered with age in red sea urchin nerve tissue: an insulin-like growth factor binding protein (IgfalsL) was upregulated while an insulin-like growth factor binding protein (IgfbpL7) and sorbin and SH3 domain containing 1 (Sorbs1) were downregulated (Supplementary Table S5).

Gene expression patterns indicated age-related modulation of several genes associated with the 5’ AMP-activated protein kinase (AMPK) and mechanistic target of rapamycin (mTOR) pathways (Supplementary Table S5). This included upregulation in expression of Phosphatase and Tensin Homolog B (PtenB) and Inositol Polyphosphate-5-Phosphatase F (Inpp5f), which negatively regulate AKT (an upstream positive regulator of mTORC1), and Serine/Threonine Kinase 11 (Lkb1/STK11) which phosphorylates and activates AMPK as well as Prkag2, the regulatory subunit of AMPK. It should be noted that expression of Ulk1 (Unc-51 like autophagy activating kinase 1) which plays a role in facilitating AMPK induced autophagy and inactivation of mTORC1 was increased with age in the red sea urchin RN tissue at log2 fold-change of 1.65 (Supplementary Table S4, SPU_027245). 

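Lkb1 was at 8.22 ± 3.66 CPM in RN-S and 40.8 ± 19.7 in RN-L (SD, n = 3), a log2 fold-change of 2.31 (SE 0.47, adjusted p = 0.0121 from edgeR's test with Benjamini-Hochberg adjustment), and rose in 3 of 3 years. Lkb1 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0644) or RN-S 2011 (adjusted p = 0.0579), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.6e-07 to 0.0644. PtenB, Inpp5f and Prkag2 could not be linked to groupings.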

AMPK inhibits mTORC1, but has been shown to activate mTORC2^32^. mTORC2 plays a role in cytoskeletal organization and cell migration and Mip1 (Sin1), a component of mTORC2, was upregulated in sea urchin RN with age.

In the “Protein Homeostasis” category, 14 ribosomal protein genes were downregulated, while there was an upregulation of translation initiation factor Eif4e3, a negative regulator of translation of target mRNAs^33^ and Eif2ak3perk which phosphorylates and inactivates EIF2 leading to reduced global protein synthesis (Supplementary Table S5). In addition, 15 genes involved in ubiquitin-proteasome function increased in expression suggesting enhanced protein degradation in RN with age (Supplementary Table S5).

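Of the 14 ribosomal protein genes, 13 were linked and tested. All were lower in RN-L, with a median log2 fold-change of −2.35, and edgeR called 11, 7 without RN-S 2010, 4 without RN-S 2013 or RN-L 2011, 5 without RN-L 2010 and 2 without RN-L 2013. Eif4e3 (SPU_025634) was at 1.91 ± 0.538 CPM in RN-S and 11.1 ± 5.70 in RN-L (SD, n = 3), a log2 fold-change of 2.53 (SE 0.52, adjusted p = 0.0127 from edgeR's test with Benjamini-Hochberg adjustment). Eif2ak3perk (SPU_026724) was at 4.22 ± 1.30 CPM in RN-S and 17.8 ± 5.00 in RN-L (SD, n = 3), a log2 fold-change of 2.07 (SE 0.38, adjusted p = 0.00867 from edgeR's test with Benjamini-Hochberg adjustment). Both rose in 3 of 3 years. Eif4e3 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0645) or RN-S 2011 (adjusted p = 0.0535), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.5e-05 to 0.0645. Eif2ak3perk was not past the threshold in the edgeR fit to all 18 libraries (Benjamini-Hochberg adjusted p = 0.0882). In the whole Protein Homeostasis category 31 of 33 tested genes were called, 20 without RN-S 2010.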

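In the category Autophagy/Lysosome, 14 of 16 listed genes were linked and tested. All were higher in RN-L and called, with log2 fold-changes from 2.10 to 4.02 and no adjusted p above 0.0163 (edgeR, Benjamini-Hochberg, 3 libraries of each size). Of these edgeR called 11 without RN-S 2010.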

Sixteen genes encoding lysosomal proteins were upregulated with age including many known to play a role in autophagy (Fig. 4; Supplementary Table S5). These include upregulation of Atg14 (Autophagy-related 14 or Becn1-associated) a key regulator of autophagy, Ubiquitin Specific Protease 36 (Usp36) that plays a role in activation of autophagy, phosphatidylinositol 3-phosphate-binding protein (Wdfy3) that functions as a master conductor for aggregate clearance by autophagy, as well as RB1-inducible coiled-coil 1 (Rb1cc), Tectonin Beta-Propeller Repeat Containing 1 (Tecpr1), Lysosomal Associated Membrane Protein 1 (Lamp1), and Estrogen-Induced Gene 121-Like Protein (Kiaa1324L) which regulate events of autophagosome formation and function, and autophagin-1 (Atg4hb) which encodes a cysteine protease required for autophagy.

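Atg14 (SPU_012622) was at 1.23 ± 0.291 CPM in RN-S and 6.01 ± 0.875 in RN-L (SD, n = 3), a log2 fold-change of 2.28 (SE 0.40, adjusted p = 0.00772 from edgeR's test with Benjamini-Hochberg adjustment), and rose in 3 of 3 years. Atg14 was not past the threshold in the edgeR fit to all 18 libraries (Benjamini-Hochberg adjusted p = 0.0604). Atg14, Usp36, Wdfy3, Rb1cc (SPU_022295), Tecpr1, Lamp1 (SPU_015856) and Atg4hb (SPU_006375) were linked, and their median log2 fold-change was 2.33. Kiaa1324L could not be linked.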

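All 25 genes of the Mitochondria category were linked, and 24 were tested. Of these 14 were higher and 10 lower in RN-L, with log2 fold-changes from −2.74 to 3.36, and edgeR called all 24, 16 without RN-S 2010.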

The expression of 25 genes classified as “Mitochondria” were significantly altered with age (15 upregulated and 10 downregulated) (Fig. 4; Supplementary Table S5). Three genes associated with oxidative phosphorylation were downregulated [NADH:Ubiquinone Oxidoreductase Subunit B1 and subunit A11 (NdufB1 and NdufA11), ATPase Subunit D (Atp5h)] and there was an upregulation of Pyruvate Dehydrogenase Kinase (Pdk2) which phosphorylates and inactivates Pyruvate Dehydrogenase, reducing aerobic respiration and thereby playing a key role in the regulation of glucose homeostasis. 

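NdufB1 (SPU_007107) was at 157 ± 55.1 CPM in RN-S and 34.4 ± 7.22 in RN-L (SD, n = 3), a log2 fold-change of −2.19 (SE 0.34, adjusted p = 0.00502 from edgeR's test with Benjamini-Hochberg adjustment). NdufA11 (SPU_018892) was at 15.2 ± 7.85 CPM in RN-S and 2.56 ± 1.21 in RN-L (SD, n = 3), a log2 fold-change of −2.56 (SE 0.52, adjusted p = 0.0127 from edgeR's test with Benjamini-Hochberg adjustment). Atp5h (SPU_013353) was at 238 ± 58.6 CPM in RN-S and 45.5 ± 6.84 in RN-L (SD, n = 3), a log2 fold-change of −2.38 (SE 0.29, adjusted p = 0.00282 from edgeR's test with Benjamini-Hochberg adjustment). Pdk2 (SPU_007376) was at 7.04 ± 2.06 CPM in RN-S and 40.8 ± 4.63 in RN-L (SD, n = 3), a log2 fold-change of 2.53 (SE 0.32, adjusted p = 0.00294 from edgeR's test with Benjamini-Hochberg adjustment). Each kept its direction in 3 of 3 years. NdufA11 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0555), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 6.6e-06 to 0.0555. Pdk2 was not past the threshold in the edgeR fit to all 18 libraries (Benjamini-Hochberg adjusted p = 0.0522).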

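Opa1 (SPU_008764) was at 4.08 ± 1.78 CPM in RN-S and 19.0 ± 5.26 in RN-L (SD, n = 3), a log2 fold-change of 2.21 (SE 0.42, adjusted p = 0.00980 from edgeR's test with Benjamini-Hochberg adjustment), and rose in 3 of 3 years. Opa1 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0523), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.3e-05 to 0.0523. With Opa1, Pdk2 and the genes Smcr7L, Ddhd1 (SPU_014019) and Polg (SPU_006294), 5 of 5 named mitochondrial genes listed as upregulated were called, the largest at 3.23.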

Three of the upregulated mitochondria genes [Mitochondrial Elongation Factor 1 (Smcr7L), Phosphatidic acid-preferring phospholipase A1 (Ddhd1) and Mitochondrial Dynamin Like GTPase (Opa1)] are associated with mitochondrial morphology, cytoplasmic distribution and fission, and also upregulated was the catalytic subunit of mitochondrial DNA polymerase (Polg).

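In the Defensome category 37 of 44 listed genes were linked and 36 tested, 16 higher and 20 lower in RN-L, with log2 fold-changes from −4.27 to 3.46. edgeR called 34, 21 without RN-S 2010.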

Expression of 44 genes associated with the chemical “Defensome” was altered with age, including 20 upregulated and 24 downregulated (Fig. 4; Supplementary Table S5). 

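The linked ATP-binding cassette transporter genes, 10 in number, were all higher in RN-L and called, with log2 fold-changes from 2.15 to 3.28. The highest adjusted p among them was 0.0478 (edgeR, Benjamini-Hochberg, 3 libraries of each size), and the number called was 8 without RN-S 2011.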

Among the upregulated genes were 10 members of the ATP-binding cassette transporters (2 AbcA, 3 AbcB, 4 AbcC, 1 AbcG family members) that transport various molecules across extra- and intra-cellular membranes and play an important role in efflux of xenobiotic compounds. Seven chaperones or co-chaperones were upregulated with age, including hypoxia upregulated 1 (Hyou1), which belongs to the heat shock protein 70 family and has a role in cytoprotective cellular mechanisms triggered by oxygen deprivation. 

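Of the listed cytochrome P450 genes 5 were tested, all lower in RN-L, and edgeR called 4. Of the glutathione S-transferase genes marked by name 3 were tested, all lower, and 2 were called. The 2 UDP-glucuronosyltransferase genes and the 2 sulfotransferase genes were lower and called. The largest falls were −3.88 for cytochrome P450, −3.41 for glutathione S-transferase, −2.99 for UDP-glucuronosyltransferase and −3.61 for sulfotransferase genes. With 1 library left out, the number of cytochrome P450 genes called was 1 without RN-S 2010 and 2 without RN-L 2013, and that of glutathione S-transferase genes 1 without RN-S 2010 and 4 without RN-L 2010, where more of them passed the filter on low counts. The number of UDP-glucuronosyltransferase genes called was 0 without RN-S 2010 or RN-S 2013, 1 without RN-S 2011, RN-L 2011 or RN-L 2013 and 1 with the sampling year as a replicate block, and that of sulfotransferase genes 1 whichever library was left out and 1 with the sampling year as a replicate block.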

Among the downregulated genes were several that play a role in xenobiotic metabolism, conjugation, and elimination including 6 members of the cytochrome P450 family, 2 UDP-glucuronosyltransferases, 2 sulfotransferases, 6 glutathione S-transferases, and an organic cationic transporter.

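In Metabolism, 78 of the tested genes were higher and 38 lower in RN-L, with log2 fold-changes from −5.26 to 4.96. edgeR called 112, 79 without RN-S 2010.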

In the “Metabolism” category there were 84 upregulated and 47 downregulated genes including genes involved in amino acid, carbohydrate, and lipid metabolism, as well as a variety of other specialized metabolic functions (Fig. 4; Supplementary Table S5). Genes involved in lipid metabolism including fatty acid, cholesterol, and sphingolipid metabolism were among the most affected with 28 upregulated and 9 downregulated. Six genes encoding amino acid transporters were upregulated with age, while 5 genes encoding monocarboxylic acid transporters were downregulated. 

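The 4 linked genes of the monocarboxylic acid transporter family Slc16 in the list were lower in RN-L, with log2 fold-changes from −3.01 to −2.17. edgeR called 2 of them, 1 without RN-S 2010, RN-S 2011, RN-S 2013 or RN-L 2011, 4 without RN-L 2010 and 1 with the sampling year as a replicate block, and DESeq2 with the normal prior called 4.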

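Ph4 (SPU_010065) was at 262 ± 90.0 CPM in RN-S and 29.6 ± 20.9 in RN-L (SD, n = 3), a log2 fold-change of −3.14 (SE 0.60, adjusted p = 0.0101 from edgeR's test with Benjamini-Hochberg adjustment). It fell in 3 of 3 years and was called in all 6 fits that left out 1 library. The iodothyronine deiodinase gene Dio1 (SPU_014348) could not be linked to a grouping.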

Hypoxia Inducible Factor Prolyl 4-Hydroxlase (PH-4) was among the downregulated genes and Iodothyronine deiodinase type I (Dio1) showed the largest reduction in expression with age (−5.2 log2 fold-change). Iodothyronine deiodinase is important for regulation of thyroid hormones essential for growth, development and basal metabolism and is known to play a role in development and metamorphosis in sea urchins^34^. Reduced expression of iodothyronine deiodinase is consistent with the slowed growth and decreased metabolic rate that occurs in sea urchins with increase in size^19,35–37^.

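In the Immunity category 38 of 52 listed genes were linked and 31 tested, 20 higher and 11 lower in RN-L, with log2 fold-changes up to 3.40 (median 2.21). edgeR called 29, 14 without RN-S 2010.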

The expression of 52 genes associated with “Immunity” was altered with age (34 upregulated and 18 downregulated) (Fig. 4; Supplementary Table S5). 

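Among genes listed as higher with age, 4 of 4 tested SRCR genes, 2 of 3 NLR genes and 2 of 2 Toll-like receptor genes were called, and all were higher in RN-L. Their log2 fold-changes ran from 2.22 to 2.68 for SRCR, from 2.06 to 2.22 for NLR and from 2.18 to 2.55 for Toll-like receptor genes. Of the SRCR genes edgeR called 2 without RN-S 2010 or RN-S 2011, and of the NLR genes 1 without RN-S 2010 and 4 without RN-L 2010, where more of them passed the filter. For the Toll-like receptor genes this number was 1 without RN-S 2010, RN-S 2011, RN-L 2010, RN-L 2011 or RN-L 2013 and 1 with the sampling year as a replicate block. These families have many similar copies, and reads shared among them were assigned in the authors' counting.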

Among the upregulated genes there were 11 Scavenger Receptor Cysteine-Rich (SRCR), 7 NACHT and LRR containing proteins (NLR), 3 Toll-like receptors (TLR), 2 lectins, 2 macrophage MHC receptor 2-like genes, and 7 additional genes involved in innate immune cell signaling and antiviral response. Among the downregulated genes there were 6 carbohydrate binding lectins that play a role in recognition of pathogens, apoptotic and necrotic cells. Also downregulated were 5 genes encoding SRCR proteins, 1 TLR, 2 antimicrobial peptides, and amassin, a protein that facilitates clotting of coelomocytes.

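The 1 tested SRCR gene listed as downregulated had a log2 fold-change of −3.21 and an adjusted p of 0.0383, and the Toll-like receptor gene one of −3.23 with an adjusted p of 0.0559 (edgeR, Benjamini-Hochberg, 3 libraries of each size). Only the SRCR gene was past the threshold, though in 0 of the 6 fits that left out 1 library, and the Toll-like receptor gene passed it in the fit without RN-S 2010 and in the fit with the sampling year as a replicate block.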

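Of the 5 listed Apoptosis genes, 4 were linked and tested, 3 higher and 1 lower in RN-L, and edgeR called all 4, 3 without RN-S 2010.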

Only 5 genes whose products play a role in “Apoptosis” were significantly altered with age (Fig. 4; Supplementary Table S5). There was an upregulation of two isoforms of Apoptotic Protease-Activating Factor (Apaf), caspase-3 substrate Gas2 that alters the actin cytoskeleton during apoptosis, and an inhibitor of apoptosis (Kiaa0317L). 

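Apaf (SPU_023776) was at 1.09 ± 0.518 CPM in RN-S and 6.06 ± 1.46 in RN-L (SD, n = 3), a log2 fold-change of 2.48 (SE 0.48, adjusted p = 0.0105 from edgeR's test with Benjamini-Hochberg adjustment), and rose in 3 of 3 years. Apaf was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0558) or RN-S 2011 (adjusted p = 0.0526), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 0.000855 to 0.0558. Kiaa0317L (SPU_005529) had a log2 fold-change of 3.92. Gas2 could not be linked.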

Downregulated was the pro-apoptotic protein Interferon Alpha Inducible Protein 27 (Ifi27) that promotes INF-induced apoptosis.

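Ifi27 (SPU_014433) was at 34.3 ± 31.9 CPM in RN-S and 2.97 ± 1.56 in RN-L (SD, n = 3), a log2 fold-change of −3.53 (SE 0.76, adjusted p = 0.0155 from edgeR's test with Benjamini-Hochberg adjustment), and fell in 3 of 3 years. Ifi27 was not past the threshold in edgeR fits without RN-L 2013 (adjusted p = 0.0603), or with the sampling year as a replicate block (adjusted p = 0.0545), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 2.6e-13 to 0.0603.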

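Among the biomineralization genes listed for RN, 10 of 11 were tested. All were lower in RN-L, with log2 fold-changes from −6.02 to −2.94, and all 10 were called, 7 without RN-S 2010. SM30E was at 21.9 ± 10.0 CPM in RN-S and 0.442 ± 0.393 in RN-L (SD, n = 3), a log2 fold-change of −5.64 (SE 0.68, adjusted p = 0.00272 from edgeR's test with Benjamini-Hochberg adjustment). Sm29 was at 147 ± 98.3 CPM in RN-S and 14.5 ± 10.5 in RN-L (SD, n = 3), a log2 fold-change of −3.34 (SE 0.80, adjusted p = 0.0220 from edgeR's test with Benjamini-Hochberg adjustment). Both fell in 3 of 3 years. Sm29 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0785), RN-S 2011 (adjusted p = 0.0538), RN-L 2011 (adjusted p = 0.0517) or RN-L 2013 (adjusted p = 0.0631), or with the sampling year as a replicate block (adjusted p = 0.0669), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 1.6e-15 to 0.0785.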

Eleven genes in the “Biomineralization” category were downregulated with age in RN tissue (Fig. 4; Supplementary Table S5). Whether these genes are expressed in nerve tissue or due to sclerocytes that co-isolated with the RN tissue was not investigated.

### Ingenuity Pathway Analysis (IPA) of differentially expressed *M. franciscanus* RN genes

IPA was used as an additional approach to identify canonical pathways, networks, and functions associated with the age-related differentially expressed genes in sea urchin RN tissue [log2 fold-change < −2 or >2 level, q-value (FDR) < 0.05]. Human gene identifiers corresponding to the differentially expressed sea urchin RN genes were used as input for IPA pathway analysis (Supplementary Table S6). A total of 1,038 out of 1,042 input gene identifiers mapped in IPA and identified 22 significantly enriched pathways with age (BH FDR adj P-value < 0.05) (Fig. 5; Supplementary Table S7). The pathways most affected included signaling pathways associated with nervous system function such as PKA, cAMP, GPCR, calcium, and synaptogenesis signaling. In addition, AMPK signaling, D-myo-inositol-tetrakisphosphate signaling, xenobiotic metabolism signaling, and EIF2 signaling were amongst the top 22 affected pathways.

**Figure 5:**
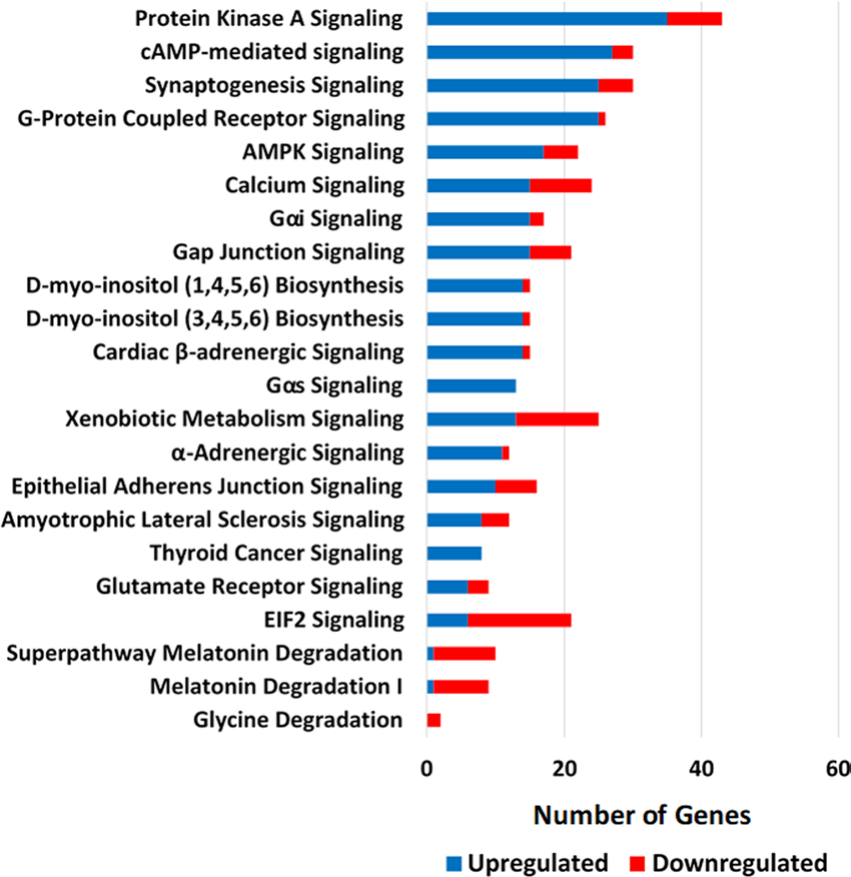
IPA canonical pathways significantly affected by age in sea urchin radial nerve cord (BH FDR adj P-value <0.05). Blue and red bars represent the number of genes in each pathway upregulated and downregulated, respectively.

Of the 22 pathways significantly affected by age, 10 had a z-score ≥ 2.0 or ≤ −2.0 suggesting overall activation or inhibition of the pathway, respectively (Supplementary Table S7). These included the following activated pathways: cAMP, synaptogenesis, Gαs, α-adrenergic signaling, and D-myo-inositol-tetrakisphosphate biosynthesis. The inhibited pathways include: EIF2 signaling and melatonin degradation pathways. Overall, the IPA results were consistent with those from curation of the differentially expressed genes into the custom sea urchin ontology groups, providing an additional validation of the results.

### Comparison of age-related gene expression between sea urchin tissues and species

At the log2 fold-change level of < −1 and >1, 68 of the 144 differentially expressed genes in ALM, and 42 of the 123 genes in ES were also differentially expressed in RN (Supplementary Table S2; Supplementary Table S3). 

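edgeR called 1 feature in both ALM and RN and 1 in both ES and RN, and both changed in the same direction in the pair of tissues. With 1 called feature in ALM and in ES, Fisher's exact test could not pass 0.05 on these counts. The alternative that moved the numbers most was edgeR without the filter on low counts, with 296 features in ALM and RN and 418 in ES and RN. DESeq2 with the normal prior called 116 features in ALM and RN, 88 of them in the same direction, and 107 in ES and RN, 61 of them in the same direction. By Fisher's exact test over the features tested in both tissues, which treats features as independent, the odds ratio of these was 2.67 for ALM and RN (two-sided p = 4.7e-15) and 3.56 for ES and RN (p = 3.6e-20). With the sampling year as a replicate block edgeR shared 0 features, since it called 0 in ALM and ES, and DESeq2 shared 77 and 73.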

Only 3 genes were shared exclusively between ES and ALM and only 3 genes were shared between all 3 tissue types (Supplementary Table S3). 

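edgeR called 0 features in ALM and ES only and 0 in all 3 tissues. DESeq2 called 21 and 15, and edgeR in its fit to all 18 libraries 3 and 7. Features with an unadjusted edgeR p under 0.05 numbered 166 in ALM and ES only and 137 in all 3 tissues, without regard to direction.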

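Slc16a12L_2 (SPU_001906) was lower in Large in each tissue, with log2 fold-changes of −3.15 (SE 0.67, adjusted p = 0.163) in ALM, −3.17 (SE 0.84, adjusted p = 0.392) in ES and −1.83 (SE 0.50, adjusted p = 0.0353) in RN by edgeR with Benjamini-Hochberg adjustment. The uncharacterized gene SPU_014904 was higher in Large, at 2.11 (SE 0.39, adjusted p = 0.111) in ALM, 2.08 (SE 0.32, adjusted p = 0.170) in ES and 1.41 (SE 0.40, adjusted p = 0.0379) in RN by the same test (edgeR, Benjamini-Hochberg). Both kept their direction in 3 of 3 years in each tissue and were past edgeR's threshold in RN only. DESeq2 with the normal prior called both in all 3 tissues, with Benjamini-Hochberg adjusted p from 0.0133 to 0.0430 for Slc16a12L_2 and from 1.1e-05 to 0.00609 for SPU_014904. Without the prior DESeq2 did not call Slc16a12L_2 in ES (Benjamini-Hochberg adjusted p = 0.0536). Over the alternatives its edgeR or DESeq2 adjusted p ranged from 0.00350 to 0.546 in ALM and from 0.00284 to 0.898 in ES. That of SPU_014904 ranged from 4.8e-05 to 0.519 in ALM and from 1.1e-05 to 0.618 in ES. In RN, Slc16a12L_2 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.126), RN-S 2011 (adjusted p = 0.111), RN-L 2011 (adjusted p = 0.106) or RN-L 2013 (adjusted p = 0.0901), or with the sampling year as a replicate block (adjusted p = 0.0831), or to all 18 libraries (adjusted p = 0.0874), or in DESeq2 on all 18 libraries (adjusted p = 0.0693) or with the replicate block (adjusted p = 0.109), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 0.0276 to 0.126. In RN, SPU_014904 was not past the threshold in edgeR fits without RN-S 2010 (adjusted p = 0.0990), RN-S 2011 (adjusted p = 0.115), RN-L 2010 (adjusted p = 0.0601), RN-L 2011 (adjusted p = 0.0671) or RN-L 2013 (adjusted p = 0.0664), or with the sampling year as a replicate block (adjusted p = 0.0742), and over the alternatives, such fits included, the Benjamini-Hochberg adjusted p of edgeR or DESeq2 ranged from 0.000504 to 0.115. The counts of Slc16a12L_2 were low, at 0.290 ± 0.208 CPM in ALM-L and 0.377 ± 0.431 in ES-L (SD, n = 3). SPU_001941 could not be linked.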

Two of the common genes encode uncharacterized proteins (SPU_001941 and SPU_014904) and the third gene encodes Solute Carrier Family 16, Member 12-like-2 (Slc16a12L_2), a monocarboxylic acid transporter that mediates creatine transport across the plasma membrane, which showed decreased expression with age in all three tissue types.

The age-related pattern of gene expression in RN of the red sea urchin was compared to that previously reported for the purple sea urchin *S. purpuratus*^23^. 

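Of the 27 genes in Supplementary Table S8, 6 could be linked to groupings and tested in RN. All 6 had the direction that the table gives for M. franciscanus and were called, 1 higher and 5 lower in RN-L. The list was chosen on these libraries, so this is not independent evidence.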

Microarray analysis revealed 177 age-related differentially expressed genes in *S. purpuratus* RN^23^ and comparison with RN of *M. franciscanus* revealed 27 genes in common (Supplementary Table S8). Four of these genes encode proteins with unknown function and 6 of the genes showed the opposite expression in *M. franciscanus* versus *S. purpuratus* RN. The common downregulated genes include Homeobox transcription factor (Hlx), HIF-Prolyl 4-Hydroxylase (Ph4), Parkin Coregulated Chaperone-Binding Protein (Pacrg), Collagen-Fibrillar V/XI (6Afcol), and Wnt1. 

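By edgeR with Benjamini-Hochberg adjustment (3 libraries of each size), Hlx (SPU_014802) had a log2 fold-change of −4.26 (SE 0.53, adjusted p = 0.00299) and 6Afcol (SPU_009076) of −3.33 (SE 0.44). Wnt1 could not be linked.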

The common upregulated genes were the transcriptional repressor Scratch, Prokineticin Receptor-2 (Prokr2), KIAA0391-protein-like that functions in mitochondrial tRNA maturation, and Syntaxin 1 A (Stx1) that plays a role in the docking of synaptic vesicle with the presynaptic plasma membrane. The limited number of overlapping genes that behave similarly with age in RN of these two sea urchin species may, at least in part, be the result of technical differences in the two approaches used to evaluate gene expression (microarray versus RNA-Seq) and the elimination of low expressors from the microarray analysis.

## Discussion

It has been proposed that lifelong transcriptional stability is a key determinant of longevity and negligible senescence^24^. Consistent with this idea, muscle and esophagus tissue from the long-lived red sea urchin *M. franciscanus* showed a high level of transcriptional stability with a limited number of significant age-related changes. In contrast, radial nerve cord (RN) showed more than 3,000 age-related differentially expressed genes at a two-fold level, and 1,292 at a four-fold level, representing a broad range of cellular functions and pathways including nerve function, signaling, metabolism, and DNA maintenance. Altered expression of many genes involved in transcriptional regulation, epigenetic modification, chromatin structure and remodeling indicated a strong transcriptional response to aging in sea urchin RN tissue. Transcriptional studies on six species (entire organisms for *C. elegans* and Drosophila and brains of mice, rats, chimpanzees and humans) found an age-associated decrease in expression of genes involved in synaptic transmission, vesicular transport, calcium homeostasis, mitochondrial function and an induction of expression of genes associated with stress-response such as DNA repair, antioxidant defense and immune function^38,39^. The observation that many of the transcriptional changes observed in the red sea urchin nerve tissue differ from those observed in mammals and invertebrate model organisms suggests a novel age-related transcriptional program in these long-lived animals; however, whether the changes represent an orchestrated transcriptional program or are in response to stochastic events remains to be determined.

A loss of synaptic integrity and decline in synaptic gene expression is characteristic of the aging nervous system across phyla^39–41^. In the aging human frontal cortex, genes involved in synaptic plasticity that underlie learning and memory are among the most significantly affected^38^ including the reduced expression of genes encoding subunits of ionotropic and metabotropic glutamate receptors as well as the GABA receptor^38^. Similar to other animals, the sea urchin RN showed an age-related decrease in expression of three AMPA glutamate receptor subunits. In contrast, there was an upregulation in the expression of several subunits of metabotropic glutamate receptors, ionotropic (kainate) glutamate receptors, and one AMPA glutamate receptor. In addition, there was an increase in expression of receptor subunits and regulators of GABA, glycine and acetylcholine neurotransmission as well as biogenic amine and neuropeptide neurotransmitters. Therefore, aging sea urchin neurons appear to be upregulating expression of numerous genes involved in neurotransmission, while downregulating specific subunits of AMPA, serotonin, and melatonin receptors.

In addition to neurotransmitters, there was increased age-related expression of numerous genes with a role in synaptogenesis, axonogenesis, and neuroprotection, including an upregulation of the nerve growth factor Neurotrophin and Neurotrophic Tyrosine Receptor Kinase associated with neuronal maintenance and survival. There was also modulation in expression of many genes involved in cytoskeletal dynamics and vesicular transport in aging sea urchin RN tissue. Many of the upregulated genes were involved in Golgi function, post-Golgi transport, secretory vesicle function, and synaptic vesicle cycling and localization. The cytoskeleton genes upregulated with age in sea urchin RN tissue are involved in maintenance of subcellular spatial organization and integrity, cell motility, and organelle positioning (e.g. ankyrin, spectrin) and also genes encoding molecular motors for intracellular transport of vesicles and organelles (e.g. kinesin, dynein). The neuronal cytoskeleton is required for axon formation and axonal transport but also provides the structural basis for several specialized axonal structures at the synapses essential for localizing the synaptic vesicles to the plasma membrane^42^. A number of neurodegenerative diseases have been linked to defective axonal cytoskeletal regulation^42^ and the upregulation of key cytoskeletal genes in sea urchin nerve tissue suggests preservation of this aspect of nerve function with age.

Synaptic function and plasticity are dependent upon the regulation of neuronal calcium fluxes and calcium-mediated signaling pathways^39^. Calcium homeostasis and the synaptic calcium signaling system in the mammalian brain is affected by age with reduced expression of calmodulin 1 and 3, CAM kinase II and IV, calcineurin B, multiple protein kinase C isoforms, Na^+^/Ca^2+^ exchangers, voltage gated calcium channels (VGCC), transient receptor potential TRP receptors, and plasma membrane calcium ATPase^39,43^. In the red sea urchin RN tissue, many genes associated with calcium signaling showed the opposite trend with upregulation of a plasma membrane ATPase, two VGCC, three Na/Ca exchangers, four TRP receptors, and two protein kinase C isoforms, suggesting that the red sea urchin is able to effectively modulate calcium homeostasis and calcium signaling pathways to avoid the age-related changes that are typically seen in humans and other animals.

Gene expression patterns indicated modulation of several genes associated with the AMPK and mTOR pathways which play an important role as master regulators of cellular metabolic homeostasis. These pathways respond to signals such as amino acid levels, bioenergetic status, hormone and growth factor signaling as well as oxidative stress, hypoxia, or DNA damage^44^. AMPK is a serine-tyrosine kinase that acts as the master metabolic regulator responding to cellular energy status (AMP/ADP:ATP ratio) to inhibit anabolic processes and stimulate catabolism^45^. mTOR forms two complexes, mTORC1 and mTORC2, which differ in their composition and downstream targets^46^. mTORC1 activity promotes protein, lipid, and nucleotide synthesis as well as mitochondrial energy production while inhibiting autophagy to support cell growth and proliferation^46^. mTORC2 plays a role in cytoskeletal organization and cell survival^32^. AMPK activation leads to inhibition of mTORC1 through direct and indirect mechanisms, and can lead to stimulation of mTORC2^32^. The predicted upregulation of AMPK and downregulation of mTORC1 in sea urchin RN tissue was supported by the observed downregulation in expression of a number of genes involved in protein synthesis as well as an upregulation in expression of genes involved in autophagy. Activation of AMPK or inhibition of mTORC1 by genetic, nutrient, or pharmacological manipulations increases longevity and confers protection against age-related pathologies to model organisms^45,47–49^. The improved healthspan and increased lifespan are thought to be largely due to increased levels of autophagy which serves to recycle cellular components to meet the biosynthetic and energy demands of the cell. Autophagy is known to play a protective role against onset of neurodegeneration in animal models and its downregulation in normal aging is thought to contribute to development of chronic neurodegenerative diseases^40,44,50^. Modulation of AMPK and mTOR pathways resulting in decreased cell growth and proliferation, and increased autophagy as illustrated in the model shown in Fig. 6, may serve to mitigate the detrimental effects of aging in the sea urchin nervous system.

**Figure 6:**
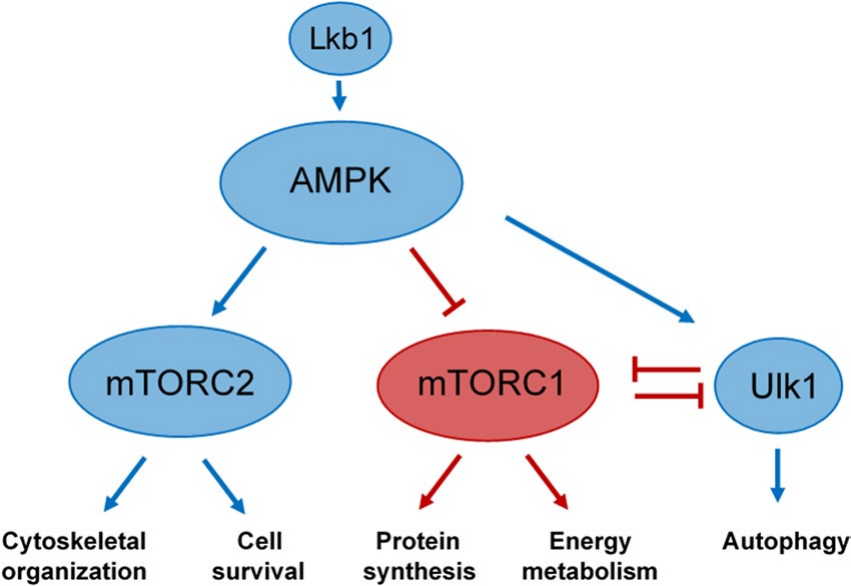
Schematic representation of the predicted activation of Lkb1, AMPK, Ulk1, and mTORC2 and inhibition of mTORC1 in sea urchin radial nerve tissue inferred from the age-related differential gene expression. Predicted increased activity is depicted in blue while predicted inhibition of activity is depicted in red with the predicted outcomes being increased autophagy, cytoskeletal rearrangement, and cell survival and decreased protein synthesis and mitochondrial energy metabolism.

Protein folding in the ER is a critical step in the biogenesis of most secretory and transmembrane proteins and the ER stress response or unfolded protein response (UPR) plays a fundamental role in the maintenance of cellular protein homeostasis^51^. UPR is characterized by the induction of chaperones to assist in the refolding of proteins, degradation of misfolded proteins by the proteasome, and attenuation of protein translation which is mediated by the serine-threonine kinase PERK^51^. PERK phosphorylates the initiation factor eIF2α thereby reducing global translation while at the same time activating translation of selected messages. Aging is typically associated with a decline in expression and activity of key UPR components leading to the accumulation of misfolded proteins and protein aggregates^51^. It is therefore interesting that sea urchin RN tissue showed an upregulation in expression of several genes whose products play a role in the ER stress response (i.e. Eif2ak3perk, Mbr1, Ugcgl1, Txndc5, Trim13). This was accompanied by an increase in expression of genes whose products play a role in the ubiquitin-proteasome pathway and autophagy and a decrease in protein synthesis. There was also increased expression of many chaperones in the “Defensome” category. The upregulation of UPR is expected to act as a protective process alleviating ER stress, however; prolonged ER stress has been shown to result in inflammatory signaling while unmitigated and excessive stress leads to apoptosis^51^. In red sea urchin RN tissue, the immune gene profile does not support a pro-inflammatory response and very few genes associated with apoptosis were altered with age.

The predicted increase in AMPK signaling and concomitant decrease in mTORC1 signaling and decreased global protein synthesis in aging sea urchin nerve tissue raises an important question. Synaptic function and plasticity rely on the expression of new proteins, and mTOR function has been reported to be critical to synaptic plasticity^52^. The solution to this problem may lie in the fact that there is localized protein translation in neurons. Localized protein synthesis is now well documented at synapses in both vertebrates and invertebrates (i.e. Aplysia) leading to the intriguing possibility that while overall protein synthesis is reduced via suppression of mTOR (resulting in the general benefits that promote longevity), local protein synthesis at the synapses may confer plasticity and preservation of neuronal function. The localized translation at synapses is accomplished by transporting mRNAs out of the nucleus where they bind to RNA-binding proteins. These RNP complexes are then translocated along microtubules via motor proteins to synapses where the mRNA is made available to the local translation machinery^53^. Further, it has been shown that Netrin1 plays a key role in promoting translation at sites of synaptic contact or synaptic stimulation^54^. Interestingly, one of the first players identified in this local protein translation was Microtubule-Associated Protein 2 (MAP2), the corresponding transcript for which was upregulated with age in sea urchin RN tissue. In addition, there was increased expression of molecular motors (kinesin, dynein), genes that encode proteins that play a role in export of mRNA from the nucleus (Tpr, Ranbp3, Nup210), and Netrin-1 in sea urchin RN tissue. This mechanism may provide a means to locally establish, maintain, and modify the synaptic proteome with age in the red sea urchin nerve tissue.

It has been proposed that the nervous system may act as a central regulator of aging by coordinating the physiology of extraneural tissues^40,55^. In support of this, manipulating longevity genes in the central nervous system of model organisms such as worms, flies, and mice is sufficient to counteract the effects of aging at a systemic level^55^. Promoting autophagy in the nervous system of adult Drosophila not only prevents the age-dependent accumulation of damage in neurons but also leads to increased lifespan^56,57^. It is therefore tempting to speculate that beneficial changes in the nervous system of the red sea urchin may have more widespread benefits for other issues and the organism as a whole.

There are several shortcomings of this study that should be considered in evaluating the outcome. This study only compares two time points during the life span of the sea urchins and therefore may be missing potentially important trends that occur over the life of these animals. In addition, the maximum life span potential of this animal is not known and therefore we cannot definitely say that the oldest animals are approaching their maximum limit. For each tissue, RNA was pooled from the young or old sea urchins for each of the respective collections prior to RNA-Seq analysis and interindividual variation was only assessed in a small number of genes used for qRT-PCR. It has been reported that pooling of samples can be beneficial when differential expression is the sole objective of the study and/or when biological variation is high relative to measurement error^58^, as is often the case with wild caught animals. Using the whole radial nerve cord, does not provide information about different cell types in the nervous system; a shortcoming that could be addressed with single-cell transcriptomics. Finally, one must consider that gene expression does not always correlate with protein production and function and so inferences about function based on gene expression should be viewed with caution.

The age-related pattern of gene expression in the nervous system of the red sea urchin tissues was unique compared to humans and short-lived model animals; however, there was some overlap in gene expression between different tissues and species of long-lived sea urchins. The underlying factors that drive the observed changes in gene expression in the red sea urchin remain to be identified, and it is unclear whether the changes represent a predetermined sequence of programmed transcriptional regulation or a transcriptional response to stochastic changes that occur over time. The unique age-related gene expression profile, including altered expression of a number of transcriptional regulators and chromatin modifiers, hints to a negligible senescence promoting program. However, this assertion requires verification, and functional verification is required to determine if the observed changes in gene expression act to preserve tissue function and mitigate aging in these animals.

## Methods

### Collection of *M. franciscanus* and RNA isolation from muscle, esophagus and nerve tissue

*M. franciscanus* individuals were collected from the east side of Kendrick Island, British Columbia, Canada (lat/long 49 07.571 N 123 41.548 W, depth range of 20–45 feet) between July 14^th^ and August 1^st^ during the summers of 2010, 2011 and 2013. Each year, 6 small animals (<5 cm test diameter) and 4–6 large animals (>15 cm test diameter) were collected. Following collection, sea urchins were left to acclimate in an outdoor, flow-through aquarium at the Pacific Biological Station in Nanaimo, BC for about one week to ensure all animals were exposed to a uniform environment prior to dissection. Muscle tissue from Aristotle’s lantern (ALM), esophagus (ES) and radial nerve cord (RN) were dissected from the sea urchins and immediately immersed in RNA later solution (Qiagen, Valencia, CA) and frozen at −80 °C.

RNA was extracted from the tissues using Trizol reagent (Invitrogen/Life Technologies, Carlsbad, CA) followed by the RNA clean-up protocol of the RNeasy mini kit (Qiagen) with a 15 minute DNase I digestion step. Total RNA concentrations were determined by measuring absorbance at 260 nm using an Agilent 8453 Spectrophotometer (Agilent, Santa Clara, CA) and RNA integrity was confirmed by electrophoresis on 1% formaldehyde agarose gels.

### RNA Sequencing, de novo *M. franciscanus* transcriptome assembly and differential gene expression

RNA from each tissue type and size category (ALM-S, ALM-L, ES-S, ES-L, RN-S and RN-L) from animals collected in a given year were pooled using an equal amount from each individual sea urchin to yield a total of 2 µg for RNA-Seq analysis. Pooled samples from each of the three sampling years (2010, 2011 and 2013) were treated as independent biological replicates resulting in a total 18 samples that were sent to Otogenetics Corporation (Atlanta, GA) for RNA-Seq analysis. Purity and integrity of the RNA were assessed using an Agilent Bioanalyzer and OD260/280, and cDNA preparation was conducted using the SMARTer cDNA synthesis kit (Clontech, Mountainview, CA). The cDNA was profiled using Agilent Bioanalyzer, and subjected to Illumina library preparation using NEBNext reagents (New England Biolabs, Ipswich, MA). The quality, quantity and size distribution of the Illumina libraries were determined using an Agilent Bioanalyzer 2100. Sequencing was conducted on an Illumina HiSeq-2000 sequencer (Illumina Inc. San Diego, CA) resulting in a minimum of 20 million paired-end 100 base pair (bp) reads per sample.

RNA-seq reads were quality filtered and trimmed using Trimmomatic version 0.38. Adapter and primer sequences were removed, and quality-based trimming was performed using a 4-base wide sliding window approach with an average quality threshold of 15. Only sequences greater than 50 base pairs after trimming were kept for de novo assembly.

De novo transcriptome assembly was done using Trinity version 2.8.5 using default settings. Benchmarking Universal Single-Copy Orthologs (BUSCO) analysis was performed using BUSCO v3 with the Metazoa (odb9) gene set to assess transcriptome completeness. The transcripts were annotated using reciprocal blast searches against the *S. purpuratus* (SPU) protein set with an e-value cutoff of 10^–4^. SPU protein sequences were downloaded from EchinoBase.org.

Sequencing reads were then aligned to the transcripts with Bowtie2 version 2.3.4.3 and quantified using RSEM version 1.3.0 through Trinity’s built-in quantification pipeline with the “align_and_estimate_abundance.pl” script. The Trinity utility script “abundance_estimates_to_matrix.pl” was used to generate count matrices for the samples for downstream expression analysis. Transcripts that were classified as the same SPU gene were grouped for differential gene expression (DGE) analysis. DGE analysis was performed with DESeq 2 version 1.24.0 to compare expression between young (small) and old (large) individuals. Differences between young (small) and old (large) samples were analyzed within each tissue type and year, as well as averaged over all three years, and results with q-value (FDR) < 0.05 were considered significantly different.

### Function and canonical pathway analysis

The age-related differentially expressed genes were manually curated into functional groups using the custom-built sea urchin gene ontology major functional classes^27^ with the following modifications: DNA replication, histone, transcription factor, cell cycle and ZNF were combined into one category called “DNA/RNA metabolism”, the categories of adhesion and metalloprotease were combined into one category called “Adhesion/ECM”, and GPCR Rhodopsin, GTPase, kinase, phosphatase, and signaling were combined into one category called “Signaling”. Three new categories relevant to aging biology “Mitochondria”, “Autophagy”, “Protein homeostasis” were added to this classification for a total of 15 major functional classes. Any gene predictions that were not assigned an identity in EchinoBase were subjected to BLAST searches of the NCBI Reference Sequences (RefSeq) collection in an attempt to assign an identity for further functional characterization, and those for which there was no significant match or have no characterized function, were classified as “uncharacterized”.

Ingenuity Pathway analysis (IPA; QIAGEN Inc., Redwood City. CA) was used to identify significant networks, functions, and canonical pathways altered with age in sea urchin radial nerve tissue^59^. For input into IPA analysis, the human ENSEMBL identifiers with highest homology to the sea urchin protein sequences were selected using BLASTP (Supplementary Table S6). P-values provided by IPA were adjusted to account for multiple testing using the Benjamini-Hochberg FDR method.

### Verification of differentially expressed genes using quantitative RT-PCR

Differential expression of selected genes was verified using quantitative reverse-transcription polymerase chain reaction (qRT-PCR) on the ABI 7300 Real Time-PCR machine using the SYBR Green detection system (Applied Biosystems, Foster City, CA, USA). RNA from individual sea urchin tissues was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Primers for qRT-PCR were designed using Primer Express software (version 3.0) (Applied Biosystems) based on sequences for *M. franciscanus* selected using the annotated *S. purpuratus* genes blasted against *M. franciscanus* short sequence reads in NCBI (accession SRX000089) and synthesized by Bio-Synthesis (TX, USA) (Supplementary Table S9). The expression level of genes was determined using the delta-delta-CT method and normalized using a normalization factor derived from the geometric mean of expression of three stably expressed control genes^60^. Up to 10 control genes (mAct, GAPDH, cyclophilin7, profilin, HPRT, ATub5, PARP1, RPL8, PCNA, B-tubulin2) were tested and the gene stability measure (M) was determined to select the three most stable control genes for radial nerve cord (ATub5, HPRT, PARP1) and muscle (PCNA, RPL8 and B-tubulin2), with M values <0.4^60,61^. No-template-controls were included on each reaction plate to check for contamination and negative controls consisting of untranscribed RNA (No-RT controls) were performed for each RNA extraction to check for genomic DNA contamination. All verifications were performed using RNA from the tissues of small (young) and large (old) individual sea urchins from the 2010 collection, the same RNA that was used for RNA-Seq analysis.

## Supplementary information

Supplementary inforamtion.

Supplementary inforamtion2.

Supplementary inforamtion3.

Supplementary inforamtion4.

Supplementary inforamtion5.

Supplementary inforamtion6.

Supplementary inforamtion7.

Supplementary inforamtion8.

Supplementary inforamtion9.

Supplementary inforamtion10.

## Data Availability

The RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and Sequence Read Archive (SRA). All data are associated with BioProject accession PRJNA562282. The raw sequence FastQ files can be found in SRA project SRP219667 (BioSamples: SAMN12637227-SAMN12637246). DGE count tables and transcript assembly are accessible through GEO Series accession number GSE136352 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136352). All additional data is available in the Supplementary information.

# Supplementary material for: Unique age-related transcriptional signature in the nervous system of the long-lived red sea urchin Mesocentrotus franciscanus
**Source:** Sci Rep. 2020 Jun 8;10:9182. doi: 10.1038/s41598-020-66052-3
**Supplement:** Supplementary file 1 — Supplementary inforamtion.

**Unique age-related transcriptional signature in the nervous system of the long-lived red sea urchin *Mesocentrotus franciscanus***

Jennifer M. Polinski^1^, Nicholas Kron^2^ Douglas R. Smith^1^ and Andrea G. Bodnar^1*^

**Supplementary Figure S1**

**Supplementary Figure S1**. Length distribution and assembly statistics for the assembled master transcriptome of *M. franciscanus.*

1. **Length distribution of the assembled master transcriptome for *M. franciscanus***
2. **Summary of the assembled master transcriptome for *M. franciscanus***

| **Parameter** | **Total** |
| --- | --- |
| Number of transcripts | 233,762 |
| Total transcripts length (bp) | 268,562,424 |
| Minimum transcript length (bp) | 278 |
| Maximum transcript length (bp) | 15,725 |
| Average transcript length (bp) | 1,148 |
| N50 (bp) | 1,919 |
| N90 (bp) | 443 |
| %GC | 38.58 |

# Supplementary material for: Unique age-related transcriptional signature in the nervous system of the long-lived red sea urchin Mesocentrotus franciscanus
**Source:** Sci Rep. 2020 Jun 8;10:9182. doi: 10.1038/s41598-020-66052-3
**Supplement:** Supplementary file 10 — Supplementary inforamtion10.

**Unique age-related transcriptional signature in the nervous system of the long-lived red sea urchin *Mesocentrotus franciscanus***

Jennifer M. Polinski1, Nicholas Kron2 Douglas R. Smith1 and Andrea G. Bodnar1*

**Supplementary Table S9**

**Supplementary Table S9**. Quantitative RT-PCR primer sequences

Target Gene GENE ID Primer Sequences

Mab21 SPU_001059 (F) CATGTCACTTTGGGTCGAGTTTAT (R) CGTTTGAAACCGTGATCGAA

Tnks1 SPU_011795 (F) CTTTACACATCGCCGCAAGA (R) GCACCGAGCGTAATCAATTCA

Wnt1 SPU_011756 (F) GGCGGCTGCAGTGACAAC (R) TCGCCCGAGTCTACAAACTTC

capn SPU_023461 (F) CCACCAGGCCACTATGTCATT (R) CGCAACAGAAAGTCACCCTCTT

Lkb1/Stk11 SPU_022284 (F) GAATACCTGCACAGCCAGCAT (R) CCGGCGGTGGTAAGAAGAA

Hyou1 SPU_024402 (F) AAGCTGCTTGAGGTGAATCTGAA (R) TGAGCTTTGATTCCTTTGTTATCG

MAP3K9 SPU_018191 (F) ATGCGGCCCTGCTGAAG (R) AGGTTGAGTTCCCTCTCCAAGAG

Glur6 SPU_008910 (F) TGGCGAATCAGAACAAGATCTC (R) TGGTTTTTCCTCTTTTCGAAGAA

Neurx SPU_024416 (F) AATCCCTTCACCTTCAGAACAAAA (R) AGCGTCAGGGCTGGATAAGA

MstnB SPU_002795 (F) TCGAGGGTCGTGCGATTC (R) CCTCATAGTGTGCGCGTAGAAG

EBP SPU_013736 (F) TTCGACATCACGAGCGAAAC (R) CAAAGCTTGGCCCGACAT

SM30E SPU_004867 (F) CCAAGCCCAGTTCCAAGGA (R) GTTGGCGATTACCAGGTTGAC

RPL8 SPU_ 010692 (F) GCCATGGTCGGAGTTGTTG (R) TTGCGTTTGACCTTGTACTTGAA

Profilin SPU_ 020197 (F) CGCCAACTCCTTTATTTGTATTCC (R) TCTTTTTCCACTCTACAGCGATTG

Cyc7 SPU_ 008305 (F) AGTTTCCATCGTGTCATC (R) CTGTGATCCATTGGTGTT

ATub5 SPU_019990 (F) GGATGCTGCCAACAACTATGC (R) CGATCCAAGACTTGATCAATGAGT

PARP1 SPU_018184 (F2) CAAGCCTTTCAAGAAGCTCCAT (R2) GCCCCTGAGACAGGATTCC

HPRT SPU_002998 (F) CACACCATGCAGAGGTTACTCAA (R) TCCTTGGAGTCCTCTTCACTAATAGAC

PCNA SPU_023334 (F) GCATTCCAGACACAGAATATGCA (R) GGCTCAGATCTCGACAAATCCT

B tubulin2 SPU_000061 (F) CGAGAGGATCAACGTCTACTACAATG (R) CCATCGTACCTGGCTCCAGAT

GAPDH SPU_ 007155 (F) GCCTTGTCAATGGTTGTGAATACA

(R) GAATGAAGCCATCTGAGATTCCA

mActin SPU_006797 (F) GGTCAGGTCATCACTATTG

(R) GCTGTTGTATGTGGTCTC

How the deposited data were processed for this re-analysis (not part of the article)

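RNA-Seq was made on the radial nerve (RN), the esophagus (ES) and the muscle of Aristotle's lantern (ALM) of Small and Large M. franciscanus, in 18 libraries, 3 for each of the 6 combinations of tissue and size. Each library is a pool of RNA from 4 to 6 animals collected in 1 of the sampling years 2010, 2011 and 2013, so the spread between the libraries of a group is a spread between pools and years, not between animals. The authors trimmed the reads with Trimmomatic, assembled them with Trinity, aligned them to the assembled transcripts with Bowtie2 and deposited RSEM's estimated counts per Trinity gene grouping as whole numbers, without normalization. For their own tests they grouped transcripts by S. purpuratus (SPU) gene and used DESeq2, and this grouping is not in the deposited table. All columns of the table were used. The groups, tissues and sampling years come from the sample titles and, where another label gave a different year for RN, from the titles and the header of Supplementary Table S5.

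Total counts ranged from 7,383,210 to 11,547,218 per library (median 9,674,060). The 50 most abundant groupings took from 22.6 to 67.7% of a library's counts. At these depths a feature at 1 CPM has about 10 counts in a library, which is about where edgeR's filter on low counts sets its limit. Reads of similar gene copies were assigned by RSEM in the authors' counting, so values of gene families with many copies are uncertain.

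Trinity groupings were linked to SPU genes by their counts, a way of linking chosen after the deposited table was seen to hold no SPU identifiers and before any test was run. Supplementary Tables S2, S3 and S5 print the counts of each listed gene in the 6 libraries of a tissue, and a grouping was linked where its counts equalled the printed ones (at least 20 counts in total). Otherwise a pair of groupings was linked where their sums equalled the printed counts, or a single grouping where it held at least 95% of them and exceeded them in no library (at least 100 counts in total). Lkb1 and MAP3K9 were linked instead through the mean count that Table S4 prints and the RNA-Seq ratio of 2010 in Table S1. Table S4 could be read for 1,998 genes and Table S5 for 865. In all 893 SPU genes were linked, 88 of them to a pair of groupings whose counts were summed, which left 127,110 features. The linking was checked by shuffling the printed counts among the libraries, where exact matching of a single grouping found 0 of the 144, 0 of the 123 and 0 of the 865 genes of the 3 tables. Pairs of groupings were then found for 0 of 61, 0 of 67 and 2 of 321 shuffled genes, and a grouping with most of the counts for 1 gene of each table. Genes that the paper names and that could not be linked are not reported here beyond their names, and no test of overlap or enrichment was made on the tables that were read only in part.

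All tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and the linking and summaries in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1. Small and Large libraries were compared within each tissue on its 6 libraries alone. Features were filtered with edgeR's filterByExpr at its default settings, normalized by TMM and tested with edgeR's quasi-likelihood F-test, with p adjusted by Benjamini-Hochberg over all features tested in the tissue. A feature was called at an adjusted p under 0.05 and an absolute log2 fold-change above 1, or above 2 for the 4-fold threshold. CPM are TMM-normalized, given as mean ± SD over 3 libraries, and log2 fold-changes carry the standard error of the edgeR fit. With 3 libraries against 3 the smallest exact permutation p of a single gene is 0.1, so no such test is given. Features called in more than 1 tissue were counted, with Fisher's exact test over the features tested in both tissues. The difference in the effect of size between tissues was tested as an interaction of tissue and size in an edgeR fit to all 18 libraries. The genes of Table S6, which were chosen on the RN libraries, were tested as sets in ALM and ES with the rotation test fry of limma, 4 tests adjusted together. For the genes measured by qRT-PCR the ratio of the 2010 libraries was computed without a test, since 2010 has 1 library per group.

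The text names genes from lists fixed in advance. These are the genes that the paper's results, Table 2, Fig. 2 or Table S1 name with an SPU identifier, the 3 largest increases and the 3 largest decreases called in each tissue with the same direction in 3 of 3 years, genes called in all 3 tissues, the qRT-PCR control genes, and at most 6 genes whose values disagree between a supplementary table and the deposited counts. The values in the paper's tables were seen before this rule was written. To keep the text short, not every gene of these lists is given its own values, and some genes that the paper names are not reported here.

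The test was tested on simulated data with the libraries' own means, depths and dispersions and 200 changed features, as given with the results, and the interaction test recovered 16.9% of 331 changed features for RN against ALM and 9.70% of 318 for RN against ES, with 2 and 4 false calls. DESeq2 recovered 66.0% in ALM, 59.5% in ES and 67.0% in RN, with 34, 67 and 68 false calls.

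Small and Large animals of a sampling year were collected at the same site in the same weeks, as the paper's methods state, so the year pairs the libraries. Same-year libraries of the sizes did not all deviate together from their group means, with correlations of −0.545 to 0.0354 in ALM, −0.161 to 0.310 in ES and −0.0947 to 0.0409 in RN, beside −0.412 to 0.534, −0.341 to 0.322 and −0.0975 to 0.145 between libraries of different years.

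The alternatives were DESeq2's size factors in the same edgeR fit, no filter on low counts, DESeq2 on the 6 libraries of a tissue with and without a normal prior on the fold-changes, DESeq2 and edgeR on all 18 libraries, the sampling year as a replicate block in edgeR and in DESeq2, each library or year left out, random thinning to the smallest library of the tissue, edgeR's glmTreat test against the fold-change threshold, no fold-change threshold, and groupings without summing. For single genes the range of adjusted p over the alternatives covers those of normalization, filter, test, libraries in the fit, replicate block and depth, and each library left out. Chosen after seeing the data were edgeR with adjusted deviances, each year left out of the fit to a single tissue, and ratios of raw counts for the qRT-PCR genes. Where 1 library of a size was left out, edgeR's pooled dispersion trend was used as before. The Signaling genes, the uncharacterized genes and the last Protein Trafficking genes of Table S5, and the genes that the paper lists for RN without linked groupings, were not used here.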

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

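The tests of variation between libraries of one size and of other divisions of the pools were chosen only after the results were seen, and the tests of library series, library size and the most abundant features were not.

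The effect of size differed between tissues, by an interaction test of the difference itself over all 18 libraries. At an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) this held for 1,337 of 39,511 features between RN and ALM, 586 with a larger value in RN and 751 with a smaller one, and for 1,633 features between RN and ES, 681 larger and 952 smaller. With DESeq2's size factors the split between RN and ALM was 710 to 590. In data simulated for RN and the other tissue alone, over 21,663 and 23,875 features, the test found 16.9% and 9.70% of the changed features. These shares are not those of the fit to all 18 libraries. Features that did not pass are not shown to change alike.

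Among the genes given with their values in RN, the difference of the log2 fold-change in RN minus that in ALM was past the threshold for 13 of 45. It was 2.54 for Lkb1, 3.03 for MAP3K9, 3.47 for Neurx, 3.36 for Stx1, 5.91 for MachrM4 and 4.54 for Htr1a, and −3.47 for Ph4, −3.80 for Htr1b, −5.08 for Mtnr1b, −3.43 for ScratchX, −4.38 for IgfbpL7, −2.06 for Iqcg and −2.57 for CFAP126. Between RN and ES 16 of 45 passed. The difference was 2.23 for Lkb1, 2.94 for MAP3K9, 2.97 for Neurx, 4.46 for Glur6_2, 2.85 for Stx1, 3.07 for MachrM4 and 5.78 for Brn1/2/4. It was −5.05 for Glur1, −4.26 for Glur3, −3.27 for ScratchX, −5.97 for Ifi27, −2.64 for IgfbpL7, −6.76 for Sm29, −3.41 for Iqcg, −3.47 for CFAP126 and −2.76 for Spag8. A size of the other tissue had fewer than 10 counts in all for Mtnr1b in ALM (1 in Small, 7 in Large) and in ES for Brn1/2/4 (4 and 0), Ifi27 (9 and 61) and Sm29 (1 and 13), so the size of these 4 differences is not exact. In 13 of the 13 and 16 of the 16 the difference had the sign of the change in RN. These genes were listed by the paper for changes in these libraries, most of them in RN, which favours differences of that sign. In the fits without the 2011 or the 2013 libraries edgeR found 0 features in both comparisons, so none of these genes passed there. With the sampling year as a replicate block 224 features passed between RN and ALM and 326 between RN and ES.

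The library series is confounded with size in RN, since all 3 RN-L libraries and no others carry the series of their name, and the series and the size of the RN-L libraries cannot be told apart. RN-S 2013, which belongs to the series of the ALM and ES libraries, correlated with RN-S 2010 and RN-S 2011 of another series at 0.892 to 0.897, within the range of 0.852 to 0.917 between Small libraries of different years in ALM and ES. RN-S 2010 and RN-S 2011, which share a series, correlated at 0.937, above that range, so an effect of series within RN-S stays open. With the RN-L libraries RN-S 2013 correlated at 0.693 to 0.757. These values bear on the series of RN-S 2010 and RN-S 2011 only, and no library of RN-S shares the series of RN-L.

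Library size is argued against as the cause of the larger number of calls in RN, because with all 18 libraries thinned to the smallest total edgeR called 6,036 features in RN, 5 in ALM and 1 in ES. The counts of a few abundant features are argued against too, since with the 50 most abundant left out the numbers were 6,131, 1 and 1. The share of the 50 most abundant of each library was, however, 33.7 to 44.7% in RN-S and 22.6 to 26.0% in RN-L. Leaving out 50 features does not test a wider difference in library composition between the sizes, which stays open. Variation between libraries of one size was tested through a pattern that ALM-L 2011, ES-L 2010 and ALM-S 2010 share. The pattern is argued against as the whole cause of the calls in RN, since 17.6% of the tenth of features whose deviation is nearest 0 were called there, against 20.6% of all features, and it covers 10.8% of the variance of the size effect. It may account for part of them. Other variation between libraries of one size stays open, since edgeR called features in 0 of the 9 other divisions of the RN libraries, with an unadjusted p under 0.05 for at most 1,295, but 10 divisions are too few to exclude it. Chance cannot be excluded by other divisions of the pools, for which 3 against 3 gives only 10: the real division was 1 of 10 with as many features, for RN against ALM and for RN against ES. Among the 4 divisions that part the Small from the Large pool of each year the real one also gave the most features in both comparisons.

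GC content, transcript length, reads shared between paralogs, the amount or quality of RNA and a mixture of cells in the dissected tissue were not tested. A difference between the tissues in how they change with size or age, as the design would allow, also stays open and untested, next to the library series, library composition and other variation between libraries of one size.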

How the results depend on the processing

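The fits without a sampling year in a single tissue, the fit with adjusted deviances, the ratios of raw counts and all tests on other divisions of the pools except those of the 3 numbers of calls per tissue were chosen after the results were seen. All other alternatives, the tests and the rule for named genes were set before the data were examined. For the changes given here the cause was not tested, unless the alternative itself has fewer libraries.

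In ALM edgeR called 1 feature. It called 771 without the filter on low counts, 114 in the fit to all 18 libraries, 4 after thinning, 23 with adjusted deviances and, with glmTreat at 2-fold, 0. DESeq2 called 346, with the normal prior 361 and on all 18 libraries 556. Leaving out 1 library or 1 year gave 0 to 9, with 7 without ALM-S 2013, 9 without ALM-L 2011, and 0 without any other single library or without the years 2010 or 2013. DESeq2's size factors, unsummed groupings and no fold-change threshold left the number at 1. Without the year 2011 it was also 1, but with 1 feature higher in Large and 0 lower, where the fit to all years has 0 higher and 1 lower, so that call was lost. An unadjusted p under 0.05 was found for 1,683 features. As many features were called in 2 of the 10 divisions of the libraries, the real one included, so chance cannot be excluded. The other was ALM-S 2010, ALM-S 2013 and ALM-L 2011 against the rest, with the years parted as in the real one. By unadjusted p under 0.05 the real division did not lead, since 2 others gave 2,496 and 5,137 features.

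In ES edgeR called 1 feature. It called 1,767 without the filter on low counts and 40 in the fit to all 18 libraries, and DESeq2 called 399, with the normal prior 406 and on all 18 libraries 431. Leaving out 1 library or 1 year gave 0 to 886, with 886 without ES-L 2010 and 0 in every other such fit. Thinning, glmTreat, adjusted deviances, DESeq2's size factors, unsummed groupings and no fold-change threshold left the number at 1. An unadjusted p under 0.05 was found for 2,438 features, and for 4,812 in another division of the libraries. The real division was the 1 of 10 with as many calls, but by 1 call against 0, so chance cannot be excluded here either.

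In RN edgeR called 6,287 features. It called 9,528 without the filter on low counts and 1,876 with glmTreat at 2-fold. Leaving out 1 library or 1 year gave 521 to 6,654. Among single libraries the number was 2,376 without RN-S 2010, 3,068 without RN-S 2011, 3,893 without RN-S 2013, 3,722 without RN-L 2013, 3,976 without RN-L 2011 and 6,654 without RN-L 2010. It was 3,860 without the year 2010, 521 without 2011 and 773 without 2013, each with 2 libraries per size. The number stayed within 1.5 times of 6,287 with DESeq2's size factors (6,273), DESeq2 (6,768), its normal prior (6,787), DESeq2 on all 18 libraries (6,582), edgeR on all 18 (5,254), thinning (6,002), unsummed groupings (6,302), adjusted deviances (6,678) and no fold-change threshold (6,509). At 4-fold edgeR called 3,049, 6,250 without the filter and 157 with glmTreat at 4-fold. Leaving out 1 library or 1 year gave 521 to 3,491, with 1,734 without RN-S 2010, 521 without the year 2011 and 765 without the year 2013. The real division was the 1 of 10 with as many calls at 2-fold, and again at 4-fold, and the other 9 gave 0 with edgeR, with an unadjusted p under 0.05 for at most 1,295 features at 2-fold. Chance cannot be excluded with 10 divisions.

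Features called in 2 or 3 tissues numbered 2 with edgeR, 703 without the filter, 59 in the edgeR fit to all 18 libraries, 225 with DESeq2, 227 with its normal prior and 360 with DESeq2 on all 18 libraries. Without the year 2010, 2011 or 2013 in all tissues it was 0 with edgeR. The real division was the 1 of 10 with as many shared features, so chance cannot be excluded.

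The number of features whose size effect differed between RN and ALM (1,337) was 3,021 with DESeq2 and 0 to 3,059 with a year left out. For RN and ES (1,633) it was 3,001 with DESeq2 and 0 to 861 with a year left out. The numbers of 0 are without 2011 and without 2013, where edgeR found an unadjusted p under 0.05 for 3,333 to 4,909 features, and 3,059 and 861 are without 2010. DESeq2's size factors (1,300 and 1,617) and no filter (1,058 and 1,172) stayed within 1.5 times.

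With the sampling year as a replicate block edgeR called 0 features in ALM (976 with an unadjusted p under 0.05), 0 in ES (1,979), 3,814 in RN, 0 in 2 or 3 tissues, and 224 and 326 for the differences of RN to ALM and to ES, while DESeq2 with the block called 199 in ALM, 327 in ES, 5,301 in RN and 158 in 2 or 3 tissues. On simulated data the block recovered 27.0% of the changed features in ALM, 0 in ES and 30.0% in RN. At 4-fold in RN the number stayed within 1.5 times (2,479). Of the genes named with values, edgeR lost 1 call in ALM, 1 in ES and 5 in RN under the block, as stated beside them, and the block changed no other call of these genes.

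The genes of Table S6 that the paper lists as lower in RN had a median log2 fold-change of −0.35 in ALM (160 tested, fry p = 0.0107 after Benjamini-Hochberg adjustment) and of −0.39 in ES (161 tested, 0.0182). With the sampling year as a replicate block the medians were −0.36 and −0.52 and the adjusted p of fry was 0.0501 for each. With a year left out the median ran from −0.39 to −0.31 in ALM and from −0.55 to −0.33 in ES. The adjusted p of fry stayed under 0.05 only in ALM without 2013 (0.0207), and was 0.124 in both tissues without 2010, 0.159 in both without 2011 and 0.108 in ES without 2013. The genes listed as higher in RN had medians of −0.16 in ALM (240 tested) and 0.11 in ES (326 tested), with no test past the threshold. With a year left out they ran from −0.72 to 0.36 and from −0.053 to 0.27, and both changed sign without 2013, to 0.36 and −0.053.

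The log2 ratio of 2010 from raw counts instead of normalized ones moved by more than the SD between years for MstnB (3.52 for 2.36), EBP (−2.93 for −4.09) and SM30E (−3.10 for −4.26), and by less for the 6 genes of RN. All 6 genes of Table S8 kept their direction with DESeq2's size factors and with each library left out.

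None of the genes given with values changed sign under any alternative, 7 in ALM, 7 in ES and 45 in RN. Leaving out 1 library lost the call of 1 gene in ALM, 1 in ES and 17 in RN at least once, so that 25 of the 42 called in RN were called in all 6 such fits, and it brought 1, 5 and 2 uncalled genes past the threshold at least once. The normal prior of DESeq2 brought 6, 6 and 2 past it, DESeq2 6, 5 and 2, and edgeR without the filter 6, 6 and 2, and these 3 settings lost none. DESeq2 on all 18 libraries brought 5, 5 and 2 past it and lost 2 in RN, DESeq2 with the year block brought 4, 1 and 1 past it and lost 1 in RN, and edgeR with adjusted deviances brought 1 past it in ALM and changed no other. The edgeR fit to all 18 libraries lost 6 in RN and brought 4 past it in ALM. DESeq2's size factors and thinning changed no call of these genes.

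Depth limits low genes first. MstnB had 4 to 8 counts in the ALM-S libraries, and the filter on low counts left out Pax6, Prox1, EhH1_40 and EhH4_81 in RN. Thinning each library to the smallest of its tissue moved the number of calls in RN from 6,287 to 6,002.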

Differences from the paper's values

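The tests and alternatives of this part were set before the data were examined, except the ratio of raw counts, the fits without a sampling year in a single tissue and edgeR with adjusted deviances, which were chosen after the results were seen. The features counted here are Trinity groupings, of which 893 SPU genes were linked, while the paper counts SPU genes, so the numbers of calls are of different units.

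In ALM the paper's number of genes called at 2-fold is 144, the paper's 65 being higher and 79 lower in Large, and edgeR called 1 feature here, 0 higher and 1 lower. Of the alternatives set before the data were examined, edgeR on all 18 libraries (114, of them 63 higher) and DESeq2 with the sampling year as a replicate block (199, of them 94 higher and 105 lower) lay within 1.5 times of the paper's values, except for the 51 lower of the former. DESeq2 (346), DESeq2 with the normal prior (361) and on all 18 libraries (556) and edgeR without the filter (771) lay above, and all other alternatives at 9 or fewer. In ES the paper's number is 123, the paper's 53 higher and 70 lower, and edgeR called 1 feature, 1 higher and 0 lower. No alternative set before the data were examined came within 1.5 times of any of these 3 values. The nearest were edgeR on all 18 libraries (40) below and DESeq2 with the sampling year as a replicate block (327) above.

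In RN the paper's number called at 2-fold is 3,370 and edgeR called 6,287 here. The value lay within 1.5 times of the paper's with edgeR and the sampling year as a replicate block (3,814) and without RN-S 2010 (2,376), RN-S 2011 (3,068), RN-S 2013 (3,893), RN-L 2011 (3,976) or RN-L 2013 (3,722), and not under the other alternatives set before the data were examined. The fit without the sampling year 2010 (3,860), chosen after seeing the values, also lay within the range and drops 143 of the 734 linked genes that the paper calls. The paper's number lower in Large is 1,079 and 2,983 were lower here. This value lay within the range without RN-S 2010 (1,238) or RN-L 2013 (1,491) and with glmTreat at 2-fold (855), and not under the other alternatives set before the data were examined. Without the year 2010 it was 1,612, also within the range, in a fit chosen after seeing the values that drops 66 of the 215 linked genes that the paper calls lower. At 4-fold the paper's number is 1,292 and edgeR called 3,049, with 1,734 without RN-S 2010 as the only alternative set before the data were examined within 1.5 times. The paper's 907 higher at 4-fold stand against 1,654 here, with 1,313 under the replicate block, 823 without RN-S 2010, 1,038 without RN-S 2011 and 1,197 without RN-S 2013 within the range. The paper's 385 lower at 4-fold stand against 1,395 here, and no alternative set before the data were examined came within 1.5 times of it, where 911 without RN-S 2010 and 105 with glmTreat were the nearest above and below. The fits without the year 2011 (319) and without 2013 (357), chosen after seeing the values, lay within the range and drop 136 and 155 of the 215 linked genes that the paper calls lower at 4-fold.

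The paper's number of genes shared by ALM and RN is 68 and that shared by ES and RN 42, and edgeR shared 1 and 1. Of the alternatives set before the data were examined DESeq2 with the replicate block gave 77 for ALM and RN, and no other lay within 1.5 times, while for ES and RN no alternative did, with 20 in the edgeR fit to all 18 libraries and 73 with DESeq2 and the block as the nearest. The paper's number shared by ALM and ES only is 3 and the paper's number shared by all 3 tissues is 3, and edgeR shared 0 and 0. The edgeR fit to all 18 libraries gave 3 for ALM and ES only, and no other alternative came within 1.5 times. For all 3 tissues none did, with 7 in that fit.

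The direction of change was the paper's for 7 of 7 compared genes in ALM, 6 of 6 in ES and 36 of 36 in RN. These genes were linked through values that the paper prints for the same libraries, so the shared direction is not independent evidence. In ALM 5 log2 fold-changes differed by more than the SD between libraries. The paper's value for MstnB is 2.04 and the value here 2.50, and DESeq2 with the normal prior (2.05), thinning (2.36) and leaving out ALM-S 2011 (2.44) or ALM-L 2011 (2.28) did not differ from the paper's. The paper's value for SM30E is −3.25 and the value here −3.92, and the normal prior (−3.28) and leaving out ALM-S 2010 (−3.56) or ALM-L 2013 (−3.49) did not differ. For Sm29 the paper's −3.82 stands against −4.26, and only the normal prior (−3.83) did not differ. For IgfbpL7 the paper's 2.05 stands against 2.16, and the normal prior (2.05) and leaving out ALM-S 2010 (2.08) or ALM-L 2011 (2.10) did not differ. For Slc16a12L_2 the paper's −2.28 stands against −3.15, and the normal prior (−2.30) and leaving out ALM-L 2013 (−2.66) did not differ. All other alternatives set before the data were examined differed for these 5 genes. The paper's methods name DESeq2, and do not state a prior.

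Most genes that the paper calls in ALM and ES, with MstnB, EBP, SM30E and the cilia genes among them, were not called by edgeR here. With its normal prior DESeq2 called 108 of the 114 linked genes in ALM, 86 of 87 in ES and 719 of 734 in RN, and LoxL2 in RN and Slc16a12L_2 and SPU_014904 in all 3 tissues were among them. The paper chose these genes with DESeq2 on the same libraries, so these calls are not independent evidence. Some of the genes were also called by DESeq2 without the prior, on all 18 libraries or with the replicate block, by edgeR without the filter or on all 18 libraries, by edgeR with 1 library left out, and in 2 kinds of fit chosen after seeing the values. Of these, edgeR with adjusted deviances called 7 further linked genes in ALM and 5 in RN, where it drops 106 of 114 and 50 of 734, and edgeR called 16 further ones in RN without the year 2010 and 1 each without 2011 and without 2013, where it drops 143, 559 and 485 of 734.

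For MstnB the paper's Table S1 gives an RNA-Seq log2 value of 2.04 for 2010, and the log2 ratio of the raw counts of the 2010 libraries was 3.52, a ratio chosen after seeing the values, for which no alternative was set before the data were examined. The log2 ratio of normalized counts was 2.36. In ALM the RNA-Seq values of Table S1 equal the 3-year values of Table S2.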

Other observations

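In this part the tests of the deviations shared by libraries, of the correlation between tissues, of features seen in one size only and of other divisions of the pools were chosen only after the results were seen, and the tests of single genes and of the sets of Table S6 were not.

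Values for conditions outside the paper's statements were as follows. Of the 4 cilia genes that were higher in ES-L, 3 were called lower in RN-L by edgeR. Iqcg went from 94.8 ± 26.0 CPM in RN-S to 30.1 ± 4.40 in RN-L, a log2 fold-change of −1.65 (SE 0.30, adjusted p = 0.00856 in edgeR with Benjamini-Hochberg adjustment), CFAP126 changed by −1.80 (SE 0.38, adjusted p = 0.0142) and Spag8 by −1.26 (SE 0.32, adjusted p = 0.0270), each lower in 3 of 3 years (edgeR, Benjamini-Hochberg). Without RN-S 2010 only Iqcg was called, with edgeR p after Benjamini-Hochberg adjustment of 0.0557 for CFAP126 and 0.0837 for Spag8. Spag8 lost its call in 5 of the 6 fits that left out 1 library, at 0.0544 to 0.103 (edgeR, Benjamini-Hochberg), and kept it only without RN-L 2013. CFAP69 was at −0.76 (SE 0.84, edgeR adjusted p = 0.541 by Benjamini-Hochberg) and lower in 2 of 3 years. MstnB had a log2 fold-change of 2.08 in RN (SE 0.81, edgeR adjusted p = 0.0998 by Benjamini-Hochberg) and was higher in 2 of 3 years. Without RN-L 2010 edgeR called it (adjusted p = 0.00499), and DESeq2 called it without and with the normal prior (0.0429 and 0.0442, Benjamini-Hochberg).

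The genes of Table S6 listed as lower in RN were tested as a set in tissues on which they were not chosen. Of 160 tested in ALM 56 were higher in Large, with a median log2 fold-change of −0.35 (adjusted p = 0.0107 from the rotation test fry of limma with Benjamini-Hochberg adjustment over 4 tests), and of 161 tested in ES 51 were higher, with a median of −0.39 (adjusted p = 0.0182). The median of all tested features was 0.0069 in ALM and 0.064 in ES. The genes listed as higher in RN had an adjusted p of 0.995 in both tissues (fry, Benjamini-Hochberg). Of the 1,042 genes of the table 612 were linked, so the test covers the linked part. The real division of the pools was the 1 of 10 with as small a p in ALM, and likewise the 1 of 10 in ES, so chance cannot be excluded. The ALM and ES libraries of a year and size come from the same collection of animals, so these are not independent results. With the sampling year as a replicate block the adjusted p was 0.0501 for both.

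ALM-L 2011, ES-L 2010 and ALM-S 2010 deviated from the other libraries of their group in a shared way. Over 20,394 features the deviations correlated at 0.665 between ALM-L 2011 and ES-L 2010, 0.572 between ALM-L 2011 and ALM-S 2010 and 0.600 between ES-L 2010 and ALM-S 2010. Their mean correlated at −0.329 with the log2 fold-change in RN, or 10.8% of its variance. From the tenth of features with the lowest deviation to that with the highest, the share called higher in RN-L went from 19.8 to 2.01% and the share called lower from 3.53 to 23.5%, while the share called in either direction was 23.3 and 25.5% at these ends and 17.6% in the tenth nearest 0. Of the called features with one sign of deviation in all 3 libraries, 2,149 went with that correlation and 560 against it. The 17.6% argue against this deviation as the whole cause of the calls in RN, and it may account for part of them. Other variation between libraries of one size stays open. In each of the 3 libraries the 50 most abundant groupings took a larger share of the counts than in the rest of its group. The share was 59.6% in ALM-L 2011, beside 49.8 and 50.0% in the group. It was 48.4% in ES-L 2010, beside 22.9 and 25.3%, and 67.7% in ALM-S 2010, beside 61.3 and 57.9%. The deviation thus goes with a difference in library composition. What the source is was not tested, and no biological explanation was tested.

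The effects of size in ALM and ES correlated at 0.406 over 20,394 features, while RN correlated with ALM at 0.0333 and with ES at 0.0488. Of the 10 divisions of the pools 2 gave a correlation as large between ALM and ES, the real one included, and the highest was 0.581, so chance cannot be excluded. The pools of a year and size come from the same collection of animals in each tissue. An effect of size on both tissues cannot be told apart from differences between these collections, with 3 per size. The single years give no sign of the latter. Size differences in ALM and ES correlated at −0.355 to 0.103 within a year, from the same animals, and at −0.210 to 0.644 across years. The highest, 0.644, was between ALM 2011 and ES 2010, whose Large libraries share a deviation. What that deviation adds to the 0.406 was not tested.

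Of all groupings, 9 were counted in every Small library and in no Large library of the 3 tissues, and 1 the other way round, 10 in all. Chosen after its values were seen, TRINITY_DN13455_c0_g1 had 324 counts over the ALM-S libraries, 168 over ES-S and 190 over RN-S and 0 in all Large libraries, which is at least 115-fold lower in ALM, at least 49.3-fold lower in ES and at least 54.5-fold lower in RN, with a floor of 3 counts over the group. Library series is argued against, since the 10 features are absent from the libraries of a size in ALM and ES too, which all belong to one series. Variation between pools of animals may account for the number, since another division of the pools gave 13 such features. A gene variant carried by some animals and an effect of size or age stay open and were not tested.

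Libraries of one group were not equally alike. ES-L 2010 correlated with the other ES-L libraries at 0.754 to 0.758, while ES-L 2011 and ES-L 2013 correlated at 0.902. With ES-L 2010 left out, edgeR called 886 features in ES, as stated for the dependence on the processing. Whether the pool of animals or its preparation accounts for this was not tested.

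In Supplementary Table S3 the sheet of genes and the sheet of calculations hold the same sets of counts, but 46 of 123 genes carry different ones, with the opposite sign of change in 36. The sheets give 3 and 5 of 8 Adhesion/ECM genes as higher in Large, 3 and 2 of 15 Metabolism genes and 1 and 0 of 3 Protein Trafficking genes, in this order. Among the largest disagreements, the log2 fold-changes of Hypp_3044 are 3.72 and −4.21 and those of Hypp_36 are 3.35 and −3.56, both the paper's values. No grouping was linked to either gene.

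The paper's Table S1 gives cycle thresholds of 6 control genes in individual animals for RN. Their mean per animal ran from 22.8 to 23.3 in 6 Small animals and from 22.6 to 28.4 in 4 Large animals. Among the Large animals it was 22.6 in L41, 24.5 in L45, 28.2 in L42 and 28.4 in L44. The paper states that RNA-Seq used the same RNA and that RNA integrity was checked. Whether the amount or quality of RNA differed between the sizes in RN was not tested.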
